# Mexican *Ganoderma Lucidum* Extracts Decrease Lipogenesis Modulating Transcriptional Metabolic Networks and Gut Microbiota in C57BL/6 Mice Fed with a High-Cholesterol Diet

**DOI:** 10.3390/nu13010038

**Published:** 2020-12-24

**Authors:** Sandra L. Romero-Córdoba, Ivan Salido-Guadarrama, María E. Meneses, Giulia Cosentino, Marilena V. Iorio, Elda Tagliabue, Nimbe Torres, Mónica Sánchez-Tapia, Myrna Bonilla, Ivan Castillo, Beatriz Petlacalco, Armando R. Tovar, Daniel Martínez-Carrera

**Keywords:** hypercholesterolemia, *Ganoderma lucidum*, transcriptional profiles, lipid catabolism, microbiota

## Abstract

Prevention of hyperlipidemia and associated diseases is a health priority. Natural products, such as the medicinal mushroom *Ganoderma lucidum* (*Gl*), have demonstrated hypocholesterolemic, prebiotic and antidiabetic properties. However, the underlying transcriptomic mechanisms by which *Gl* exerts bioactivities are not completely understood. We report a comprehensive hepatic and renal transcriptome profiling of C57BL/6 mice under the consumption of a high-cholesterol diet and two standardized *Gl* extracts obtained from basidiocarps cultivated on conventional substrate (*Gl*-1) or substrate containing acetylsalicylic acid (ASA; *Gl*-2). We showed that *Gl* extracts modulate relevant metabolic pathways involving the restriction of lipid biosynthesis and the enrichment of lipid degradation and secretion. The *Gl*-2 extract exerts a major modulation over gene expression programs showing the highest similarity with simvastatin druggable-target-genes and these are enriched more in processes related to human obesity alterations in the liver. We further show a subset of *Gl*-modulated genes correlated with *Lactobacillus* enrichment and the reduction of circulating cholesterol-derived fats. Moreover, *Gl* extracts induce a significant decrease of macrophage lipid storage, which occurs concomitantly with the down-modulation of Fasn and Elovl6. Collectively, this evidence suggests a new link between *Gl* hypocholesterolemic and prebiotic activity, revealing thereby that standardized Mexican *Gl* extracts are a novel transcriptome modulator to prevent metabolic disorders associated with hypercholesterolemia.

## 1. Introduction

Cholesterol is a lipid essential for cell functions and the structure of cell membranes. However, epidemiological, metabolic and experimental studies have identified high cholesterol concentration as a major risk factor for metabolic and cardiovascular diseases [1]. Hypercholesterolemia is a condition showing an excessive amount of serum total cholesterol or low-density lipoprotein (LDL) [2]. Other major public health problems, such as coronary heart diseases, obesity and metabolic syndromes positively correlate with hypercholesterolemia [3]. Thus, the prevention of lipid metabolism alterations has been seen as a health priority.

In recent years, increasing evidence has shown the potential of natural products to modulate lipid cellular metabolism by the synergistic activity of their bioactive compounds on multiple molecular targets within a complementary medicine approach [4]. An attractive cosmopolitan medicinal mushroom is *Ganoderma lucidum* (*Gl*), which has been widely recognized by traditional medicine as a health promoter [5]. Previous studies have shown that triterpenes, polysaccharides, and proteoglycans isolated from *Gl* inhibit adipocyte differentiation [6], induce antidiabetic effects, and promote antihyperlipidemic and antioxidant activities [7]. Furthermore, *Gl* aqueous extracts show prebiotic properties and anti-inflammatory effects that can be used to control hyperlipidemia [8]. In fact, the role of *Gl* extracts as modulators of cholesterol metabolism has been recognized and already investigated in clinical trials [9]. In addition, research works have studied the modulation of genes and protein expression exerted by *Gl* [10,11], while others have focused on changes in microbiota composition [8,12]. Most reports have centered their attention on evaluating the expression of only a few pre-selected genes, while only a few have studied global expression changes in the liver to understand the effects of *Gl* for counteracting hypoglycemia [13] or neoplastic development [14]. However, none of them has addressed global transcriptomic changes and their association with physiological, cellular and gut microbiome conditions related to the hypocholesterolemic effects of *Gl*.

Accumulating evidence has also demonstrated that preparation, cultivation and manufacturing of *Ganoderma* products have a relevant impact on their medicinal properties. In the industry manufacturing fungal products, *Gl* has been cultivated on a variety of substrates and mixed with diverse supplements [1,2,3]. Furthermore, chemical constituents of mushrooms commonly differ among species or subspecies growing under differing environmental conditions. In Mexico, there is a great diversity of *Ganoderma* genetic resources, and several species have been identified at taxonomical and molecular levels [15].

Our group previously described the hypocholesterolemic properties of standardized and well-characterized hydroalcoholic extracts from the native *Ganoderma lucidum* strain CP-145 originating from the central region of Mexico. Molecular, taxonomic and biological data significantly substantiated that this strain has clear differences compared to other *Ganoderma* strains [15]. The consumption of *Gl* extracts by C57BL/6 mice fed with a high-cholesterol diet (HCD) significantly reduced total serum cholesterol, LDL, hepatic cholesterol, and triglycerides. *Gl* extracts also showed prebiotic effects, as they modulated the composition of gut microbiota by increasing the *Lactobacillaceae* family, particularly the genus *Lactobacillus* [16].

A novel approach is that one of our *Gl* extracts derives from basidiocarps cultivated in substrate containing acetylsalicylic acid (ASA). It has been shown that this drug exerts multiple effects on plant development and is capable of promoting the synthesis of secondary metabolites [17]. The effect of ASA on the functional and medicinal properties of *Gl* extracts has not yet been studied at a genomic level. In similar studies, the cultivation of *Agaricus bisporus* with ASA prevents post-harvest browning by maintaining the integrity of the membrane and facilitates the accumulation of phenols [18]. ASA supplementation on *Gl* enhances the levels of polysaccharides, triterpenes and ganoderic acid [19,20,21].

A more complete molecular characterization is needed to understand the underlying mechanisms of action of *Gl* on lipid metabolism, particularly for Mexican genetic resources under differing cultivation conditions. In this study, we performed whole gene expression analysis of liver and kidney tissues of C57BL/6 mice fed with a high-cholesterol diet (HCD) and the administration of standardized extracts from a Mexican *Gl* grown on a substrate with and without ASA. Then we explored correlations between RNA profiles established by the consumption of *Gl* extracts and biochemical features, as well as microbiota composition, aiming to provide a comprehensive view of molecular mechanisms linked to *Gl* hypocholesterolemic effects. On the basis of our results, we present a highly detailed landscape, previously unrecognized, of transcriptional changes occurring in the liver and kidney associated with the administration of *Gl* extracts. In both *Gl* extracts, we observed a positive enrichment in molecular programs relevant for the degradation and excretion of fatty acids. Importantly, we showed that the addition of ASA to the *Gl* cultivation substrate increases transcriptional responses that recapitulate those exerted by the simvastatin drug and are enriched to a higher degree in processes and pathways related to human obesity alterations in liver. We also revealed a profile of *Gl*-modulated genes that is associated with *Lactobacillus* enrichment and the reduction of cholesterol-derived fats in blood mediated by the *Gl* interventions. This study provides new evidence that adds to and extends the knowledge about the effects of natural resources, such as *Gl*, over transcriptional changes and the role of substrate composition for maximizing beneficial properties to prevent metabolic disorders associated with hypercholesterolemia.

## 2. Materials and Methods

### 2.1. Preparation of Standardized Mushroom Extracts

The strain CP-145 of *Gl* (GenBank accession number LN998989) was subcultured and incubated at 28–29 °C. Mushroom cultivation was carried out as previously described [10]. Polypropylene plastic bags (0.5 µm microfilter) were filled with oak (*Quercus acutifolia* Née) sawdust as substrate and prepared for mushroom cultivation: (a) *Gl*-1: 1300 mL of distilled water was added to a bag containing 1000 g of dry substrate; (b) *Gl*-2: acetylsalicylic acid (ASA, 10 mM; Sigma-Aldrich, St. Louis, Missouri, USA) in distilled water (1300 mL) was added to 1000 g of dry substrate. All bags were autoclaved, spawned, and incubated until complete mycelial colonization and fruiting. Hydroalcoholic extracts (32% by volume) of cultivated basidiocarps were processed in accordance to the patent MX322035-B [22]. Mushrooms extracts from dried basidiomata were concentrated and filter-sterilized, followed by freeze-drying overnight, and storing at 4 °C.

### 2.2. Biochemical Composition of Standardized *Ganoderma Lucidum (Gl)* Extracts

Biochemical composition of standardized *Gl* extracts, as well as the analytical methods and techniques performed to estimate each nutrient and organic profile, are described in Table S1.

### 2.3. Animals and Treatments

Hypocholesterolemic and prebiotic effects of standardized *Gl* extracts were assessed in mice fed with a high-cholesterol diet, in comparison with the simvastatin drug. The effect of ASA, added to the substrate used for mushroom cultivation, on the functional and medicinal properties of *Gl* extracts was also studied (*Gl*-1: no ASA; *Gl*-2: 10 mM ASA). The concentrations of cholesterol (0.5%), simvastatin (0.03 g/100 g), as well as lyophilized *Gl*-1 and *Gl*-2 extracts (1.0%), in the animal diet were previously determined by the authors [16]. We used male 7-week-old C57BL/6 mice (26 g ± 0.5 g of weight) purchased from the animal facility of the Instituto Nacional de Ciencias Medicas y Nutrición Salvador Zubiran (INCMNSZ). Animals were housed (4/cage) in a 12-h light–dark cycle at a constant temperature (23 ± 2 °C) and relative humidity (45–55%). Mice were assigned to one of the following experimental groups (N = 40, n = 8 per experimental group) in a complete randomization strategy: (1) Control: Control diet (AIN-93); (2) HCD: High-cholesterol diet (0.5% *w*/*w* cholesterol; Sigma-Aldrich, St. Louis, Missouri, USA); (3) HCD + Sim: High-cholesterol diet (0.5%) plus simvastatin (0.03 g/100 g); (4) HCD + *Gl*-1: High-cholesterol diet (0.5%) plus the *Gl*-1 extract (1.0% *w*/*w*); and (5) HCD + *Gl*-2: High-cholesterol diet (0.5%) plus the *Gl*-2 extract (1.0% *w*/*w*). Concentrations studied of cholesterol, simvastatin or *Gl* extracts were added to the food pellet and mixed homogeneously, depending on each experimental treatment. Animals were fed ad libitum with AIN-93 standard and experimental diets (average intake: 3.47 ± 0.22 g/day). Water was also provided ad libitum. Sample size was calculated in accordance with the 3R’s model with G*power software (two tail test, power = 0.95 and effect size = 2). Allocation and treatment were performed with a not blinded strategy. At day 43, mice were deprived of food and water for 8 h, and blood samples from the portal vein were collected for serological analysis. Mice were sacrificed at this end point, and liver and kidney tissues were collected and stored at −80 °C for further processing. Animal studies were approved by Ethics Review Committee at the INCMNSZ (FNU-1180-15/16-1). Diet composition and treatments are described in Table S1.

### 2.4. RNA Extraction

RNA was isolated with TRIzol reagent (Invitrogen, Waltham, MA, USA), according to the manufacturer’s protocol. RNA concentration was assessed with Nanodrop 2000 spectrophotometer and RNA quality was evaluated by the Bioanalyzer system (Agilent, Santa Clara, CA, USA). Samples from each experimental condition were pooled in equimolar concentrations (80 μg/μL) in A (N = 4), B (N = 4), C model, where C is A + B.

### 2.5. Gene Expression Profiles

We hybridized 4000 μg of each RNA pool to the mouse gene st v1.0 (Affymetrix, Waltham, MA, USA) microarrays and were successively washed and scanned according to manufacturer’s instructions. Briefly, pool total RNA was converted to first-strand cDNA using Superscript II reverse transcriptase primed by a poly(T) oligomer. This was followed by a cDNA synthesis to generate cRNA products, that were subsequently fragmented into 200 nucleotides. Array hybridization and washing were then performed. Finally, the GeneChip Scanner 3000 7G (Affymetrix, Waltham, MA, USA) was used to collect fluorescence signal.

### 2.6. Bioinformatic Analysis

mRNA signal intensities were background corrected by RMA and quantile normalized using the Bioconductor library oligo [23] in the R environment. Batch effect was attenuated with the ComBat algorithm [24], on Genepattern [25,26]. Probesets were annotated with mogene10sttranscriptcluster.db library of Bioconductor, and unassigned probes were removed. Duplicated probes were filtered by selecting the probe with the highest interquartile range. Differential expression was computed by an adjusted moderate *t*-test implemented in the limma package [27] on R. Genes with an absolute log fold change > 0.7 and adjusted *p* value ≤ 0.05 were considered as differentially expressed (DE). Functional annotations for DE genes were retrieved from WebGestalt [28,29], with the Biological process, Kegg and Reactome annotations. Gene annotations with a *p* value lower than 0.05 were retained significant. Gene expression profiles are available through GEO omnibus with the accession GSE159656. Raw human liver data were acquired from GEO (GSE15653) and were processed as previously described in the R environment. Human homologues of DE genes were retrieved from HomoloGene [30].

### 2.7. Gene-Targets and Hypercholesterolemia Associations

The Open Targets Platform website [31,32], to prioritize and identify the gene targets associated with hypercholesterolemia. The Open Targets Platform score target-disease associations based on evidence from six levels: genetics, genomics, transcriptomics, drugs, animal models, and scientific literature. The complete significant differentially expressed genes of each contrast (*Gl*-1, *Gl*-2, simvastatin vs. HCD) were included in the analysis. The reported overall score is the sum of the individual data source scores.

### 2.8. Evaluation of Toxicity Profiles

Public gene expression data from DrugMatrix [33] and Open TG-GATEs [34] were downloaded from the ToxicoDB data base [35] including gene expression profiles from: Open TG-GATEs Rat, Open TG-GATEs Human and DrugMatrix Rat. Both databases fuse compound-induced gene expression data from hepatic tissue of in vivo models treated with safe and toxic doses. We only include data from a high dose and 24 h of treatment condition, only those genes with a logFc ≥ 1 and false discovery rate (FDR) ≤ 0.05 were selected for transcriptional signatures. Additionally, well-known Reactome pathways related with drug toxicity were downloaded from the Molecular Signatures Database v7.2 (MSigDB, [36,37]), and single sample gene set enrichment analysis (ssGSEA) was computed on GSVA R package based on the above-described data and normalized gene expression from our experimental conditions to computed toxicity-scores.

### 2.9. Identification of Transcription Factor (TF) and Selection of Putative Target Binding Sites in Genes of Interest

DE genes annotated as DNA-binding transcription factors were identified using the TFcheckpoint data base [38]. Thereafter, Pearson correlation between predicted TF and DE genes was computed along treatments. Significant correlations were considered with a Pearson coefficient > 0.7 and adjusted *p* value < 0.2. DNA binding motifs in the promoter sequence of genes, significantly correlated with each TF, were analyzed with MotifDb and Biomart packages of Bioconductor and the JASPAR matrices database [39,40], in order to support the evidence on the discovery of bona fide TF gene targets. Binding sites with a minimum score identity of 80% were retained. Network visualization was done with Cytoscape software [41].

### 2.10. Defining Drug–Target Interactions

Known simvastatin-modulated genes were retrieved from the DGIdb database [42,43]. To identify potentially druggable genes among *Gl*-modulated genes, the DGIdb database and the Drug Repurposing Hub [44,45] were consulted.

### 2.11. Cell Line Models

RAW 264.7 (ATCC) macrophage-derived murine cell lines were maintained in Dulbecco’s Modified Eagle Medium (DMEM, Gibco, Waltham, MA, USA) medium supplemented with 10% fetal bovine serum (Gibco, Waltham, MA, USA) at 37 °C in 5% CO_2_.

### 2.12. Lipid Stained with Oil Red

RAW 264.7 cells were treated with *Gl*-1 and *Gl*-2 extracts for 48 h and cultured under high-cholesterol concentration (50 µM) for 72 h (Gibco, Waltham, MA, USA). Cells were stained with Oil Red O (0.3% *w*/*v*; Sigma-Aldrich, St. Louis, MO, USA) for 30 min at room temperature. We took images for relative quantification. Color was dissolved in 100% isopropanol and the absorbance was measured spectrophotometrically with a BioRad apparatus. Extra wells were stained with sulforhodamine B (SRB) to normalize against the total number of cells per condition.

### 2.13. Real-Time Polymerase Chain Reaction (RT-PCR) and Western Blot (WB) Analysis

Real-time polymerase chain reaction (RT-PCR) was carried out using TaqMan Gene Expression Assays (Applied Biosystems, Waltham, MA, USA), and GAPDH as an endogenous control. Delta-Ct values were computed with the HTqPCR library on R. All the experiments were performed in triplicate on a Step One Plus system (Applied Biosystems, Waltham, MA, USA) and data were processed by a DeltaCt method. Proteins were extracted with RIPA lysis buffer and 10 mg/μL were assessed in triplicate by Western Blot and detected against FASN (ab22759, 1:2000, Abcam, UK) and ELOVL6 (ab69857, 1:1000, Abcam, UK). Proteins were visualized by enhanced chemiluminescence detection system (GE Healthcare, Chicago, IL, USA). Densitometry analysis was performed with ImageJ software.

### 2.14. M1/M2 In Vitro Polarization

On RAW 264.7 cultivation Interferon gamma (INFy) (1 mg/mL) was added to stimulate M1 polarization and IL-4 (20 ng/mL) for M2 polarization during 24 h. Polarization markers (Nos2, Irf5, Stat1, Stat6, Irf4) were then evaluated by RT-PCR as described above.

### 2.15. Gut Microbiota Analysis

DNA from mice fecal samples collected during the last week of the in vivo experiment was isolated with QIAamp DNA Stool Mini Kit (Qiagen, Venlo, The Netherlands), according to the manufacturer’s protocol. Variable V3 and V4 regions of the 16S rRNA were amplified from 2.5 μL of microbial genomic DNA (5 ng/μL) with dedicated primers (Forward:5′-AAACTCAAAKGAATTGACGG-3′, 61.2 °C; reverse: 5’-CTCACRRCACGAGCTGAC-3′, 56.9 °C) and KAPA HiFi DNA Polymerase (Roche, Basel, Switzerland), containing the Illumina adapter sequences for library preparation for an amplicon of ~550 bp. The V3 and V4 regions were purified by Ampure XP (Beckman Coulter, Brea, CA, USA) and quantified on an Agilent 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, USA). Dual-index barcodes were attached by a PCR reaction (12.5 ng in 2.5 μL of the V3 and V4 regions and two 5 μL of each Index primer) with KAPA HiFi HotStart ReadyMix (Roche, Basel, Switzerland) in accordance with procedures for 16S Ribosomal RNA Gene Amplicons for the Illumina MiSeq System guide of Illumina. Final amplicons (~610 bp) were cleaned with Ampure XP bits, quantified on the Agilent 2100 Bioanalyzer and sequencing on Illumina MiSeq platform (MiSeq Reagent Kit V.3, 600 cycles), according to the manufacturer’s instructions using paired 300-bp reads. Overlapping paired-end reads sequencings were merged by fastq-join. Microbiome analysis from raw DNA fastq were performed with QIIME V.1.9 [46]. Only Illumina reads with an average score above 20 were retained for further analysis. Assignment of an operational taxonomic unit (OTU) of each amplicon was generated at a variety of similarity thresholds (99.9% for phylum, 99.7% for class, 99.6% for order, 90.4% for family, 69.7% for genus) using the USEARCH V5.2.236 [47]. The Shannon diversity index was computed on R software environment based on species frequency data from our previous study [21], as H = −sum pi * ln(pi), where pi is the proportional abundance of species i.

### 2.16. Correlation Analysis

To estimate the association between transcriptome changes and abundances of particular bacterial taxa, paired Pearson’s correlation coefficient and adjusted *p* values (Benjamini–Hochberg) were computed in the R software environment. Pearson coefficient > ±0.5 and adjusted *p* value < 0.1 were considered as significant.

### 2.17. Gene Over-Representation Analysis

Each set of genes significantly associated with particular bacterial taxa was used for performing a hypergeometric test to identify significant enrichment of Gene Ontology (GO) biological processes terms, cellular component and molecular function categories. We used the ConsensusPath Db online tool (http://cpdb.molgen.mpg.de/) for that purpose. Enrichments having adjusted *p* value < 0.1 were retained for analysis.

### 2.18. Blood Systemic Parameters

COBAS C111 analyzer (Roche Diagnostics Ltd., Basel, Switzerland) was used to assess serum concentrations of total cholesterol (TC), total triglycerides (TG), high-density lipoprotein cholesterol (HDL), and low-density lipoprotein cholesterol (LDL), as previously described [48].

### 2.19. Statistical Analysis

Statistical differences across the experimental conditions were computed by a non-parametric analysis using Wilcoxon or Kruskal–Wallis tests, to compare two groups or multiple groups, respectively, using R software. A *p*-value ≤ 5% was considered significant. *p*-value: * <= 0.05, ** <= 0.01, *** <= 0.001, **** <= 0.0001. For microarray analysis, a moderated *t*-test was performed and FDR was applied to adjusted *p* values for multiple hypothesis on limma library of the Bioconductor/R environment.

## 3. Results

### 3.1. A High-Cholesterol Diet (HCD)-Altered Lipid Metabolism in Liver and Kidney of C57BL/6 Mice

Under normal physiological conditions, fatty acid (FA) metabolism involves a fine-tuned balance between anabolic and catabolic signaling that results in the production of important molecules and substrates for cellular function and homeostasis (Figure 1A) [49,50,51,52,53,54]. 

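Liver and kidney RNA of mice on the standard diet (Control) and of mice on that diet with 0.5% cholesterol (HCD) was measured on Affymetrix mouse gene arrays. Each diet group held 8 mice, which were sacrificed on day 43. By the methods, pool A held RNA of 4 mice, pool B that of 4 others and pool C both pools together, so the 3 arrays of a group rest on 2 separate pools. The values are the authors' log2 expression values after RMA, quantile normalization and ComBat, with 1 probe set per gene. Groups were compared with limma in 1 fit over all 45 arrays, with the Benjamini-Hochberg adjustment within each comparison. A gene's standard error is therefore pooled over liver, kidney and brain, with median SDs between arrays of 0.137, 0.099 and 0.111. Liver arrays varied most, so liver p-values rest partly on less variable tissues. A gene counted as DE at the paper's thresholds, an absolute log2 fold change over 0.7 and an adjusted p of at most 0.05. HCD against Control gave 54 DE genes in liver, 23 higher and 31 lower, and 9 in kidney, 5 higher and 4 lower. In 6 of the 54 liver genes and in none of the 9 kidney genes the values of the HCD arrays overlapped those of the Control arrays. No two-sided exact permutation test of 3 arrays against 3 can give a p under 0.1. With the adjusted p alone and no fold change threshold the liver count was 296, and with a fit on the 15 liver arrays alone it was 21, all of them among the 54.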

Differential expression profiles associated with HCD were identified in liver and kidney tissues in vivo (Figure S1A,B). Enrichment pathway analysis (EPA) of altered hepatic genes under HCD, in comparison to standard diet (SD), revealed effects on relevant pathways including biosynthesis of FA and cholesterol, as well as mobilization and transport of lipids (Figure S1C). In addition, a set of keratins were up-modulated in response to HCD, which may affect mitochondrial functions and inflammatory responses. 

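Cyp2b9 had the largest change, with a log2 fold change of 3.20 in liver HCD against Control (standard error 0.21, adjusted p 4.72e-13 from limma with Benjamini-Hochberg adjustment). Srebf1, a regulator of fatty acid synthesis, rose by 1.14 (adjusted p 1.78e-06) and stayed between 1.05 and 1.28 with each array left out in turn. Fasn rose by 0.85 (standard error 0.20, adjusted p 0.0194). Fasn was no longer DE without HCD array A (0.83), HCD array B (0.78), Control array A (0.83) or Control array C (0.80). Acly (0.34, adjusted p 0.273) and Fdps (-0.33, adjusted p 0.488) were not DE. The cholesterol synthesis gene Sqle fell by 0.92 (adjusted p 4.21e-05) and stayed DE with each array left out, with a fall of 0.75 without Control array B. The fatty acid binding protein gene Fabp5 fell, with a log2 fold change of -1.57 (adjusted p 8.65e-10). Over 24 genes of cholesterol synthesis, a list written after the results were seen, the median log2 fold change was -0.15, with 6 of the 24 higher in HCD (fry adjusted p 0.0292). The median of this list lay between -0.25 and -0.07 with each array left out, and its adjusted p rose above 0.05 without any 1 of the 3 HCD arrays, Control array A or Control array B. Over the genes of the list that Table S2 does not hold, the median was -0.06 (fry adjusted p 0.537). Table S2 holds the DE genes of these same arrays, so genes outside it are those that were not called. A small median over them was favoured in advance and decides little. From pathway enrichment of the DE genes, the paper states that HCD altered lipid synthesis and lipid transport in the liver.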

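The arrays measured 50 keratin genes, of which 19 were higher in liver HCD than in Control, with a median log2 fold change of -0.02. limma with Benjamini-Hochberg adjustment called 3 of them, 1 higher and 2 lower. Krt23 was the higher one, with a log2 fold change of 0.84 (standard error 0.12, adjusted p 4.35e-05), and it stayed DE with each array left out (0.71 to 0.94). Krt13 changed by -1.19 (standard error 0.19, adjusted p 0.000185) and Krt4 by -1.59 (standard error 0.30, adjusted p 0.00172). The difference in Krt4 rested on Control arrays A (7.80) and B (8.63), since Control array C read 5.82. Without Control array B the log2 fold change of Krt4 was -0.98 and it was no longer DE, while without Control array C it was -2.39. Krt13 stayed DE, at -0.75 without Control array B. Krt4 and Krt13 belong to a list of 30 squamous epithelium genes, of which 5 were higher in HCD (median log2 fold change -0.32, fry adjusted p 0.000173). The paper proposes that the keratins affect mitochondrial function and inflammation.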

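Among the 9 DE genes between HCD and Control in kidney were Snord115, Gm26230, Srd5a2, Gm10921 and Lipo1, all higher in HCD, and Cyp24a1, Angptl4 and Polr3e, all lower. The steroid 5-alpha-reductase gene Srd5a2 had a log2 fold change of 0.77 (standard error 0.11, adjusted p 0.000135 from limma with Benjamini-Hochberg adjustment) and the lipase gene Lipo1 one of 0.74 (standard error 0.15, adjusted p 0.0235). Cyp24a1, a vitamin D hydroxylase gene, changed by -0.86 (adjusted p 1.08e-05) and the lipase inhibitor gene Angptl4 by -0.76 (adjusted p 0.00341). Cyp24a1 and Angptl4 stayed DE with each array left out. Srd5a2 was not DE without Control array B (0.68), nor Gm10921 without Control array C (0.70). Lipo1 lost its call without any of HCD arrays A, B and C (0.72, 0.73 and 0.78) or Control arrays A and B (0.75 and 0.63). Polr3e lost it without HCD array A (-0.76), HCD array B (-0.57), Control array A (-0.70) or Control array B (-0.65). At an unadjusted p under 0.05, 988 kidney genes differed.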

Kidney gene profiling was associated with the up-modulation of steroid and lipid metabolic processes in the HCD group (Figure S1C). These results are in agreement with the fact that high cholesterol conditions induce a reprogramming of lipid metabolism resulting in hypercholesterolemia. 

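The arrays measured 50 genes of the ABC transporter family, of which 4 were DE between liver HCD and Control in limma with Benjamini-Hochberg adjustment. Abcc3 had a log2 fold change of 1.07 (adjusted p 4.73e-12), Abcg5 one of 0.92 (adjusted p 1.34e-06) and Abcg8 one of 0.88 (adjusted p 8.65e-10). These 3 genes stayed DE with each array left out, with lowest values of 1.02, 0.87 and 0.85. The peroxisomal transporter gene Abcd2 was lower in HCD, with a log2 fold change of -1.02 (adjusted p 0.000245). It stayed DE with each array left out (-1.31 to -0.77), but not with a fit on the liver arrays alone.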

The hepatic aberrant activation of small metabolic molecules and up-modulation of ABC transporters leads to cellular incorporation of lipids (Figure S1D).

### 3.2. Ganoderma Lucidum Extracts Regulated Lipogenic and Metabolic Signaling Pathways in the Liver

Global transcriptional changes in liver tissues of mice fed with a HCD and treated with standardized *Gl* extracts were analyzed (Table S2). 

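Mice of the HCD+Gl-1 and HCD+Gl-2 groups received HCD with 1% extract. The comparison of each group with HCD used the same arrays per group and the same fit as above. Gl-1 gave 36 DE genes, 21 higher and 15 lower, and Gl-2 gave 67, 46 higher and 21 lower. The arrays of the compared groups overlapped in 1 of the 36 genes and in 13 of the 67. Without any fold change threshold the counts were 547 and 375. A single array decided part of the counts: 63 genes were DE for Gl-1 without Gl-1 array B, 108 for Gl-2 without Gl-2 array B and 37 for Gl-2 without Gl-2 array C.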

EPA of differentially expressed (DE) genes (logFC > 0.7 or < −0.7, adjusted *p* value < 0.05) responsive to *Gl* treatment revealed that lipid biosynthesis, de novo lipogenesis and triglyceride metabolism were impaired (Figure 1B). 

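The genes of fatty acid and cholesterol synthesis that were DE under Gl-2 included Me1, with a log2 fold change of -1.09 (standard error 0.13, adjusted p 3.4e-06 from limma with Benjamini-Hochberg adjustment), and Elovl5, with -0.73 (adjusted p 1.83e-05). Me1 stayed DE with each array left out, while Elovl5 was not DE without Gl-2 array C (-0.60). Elovl6 fell short of the fold change threshold under both extracts, with -0.56 for Gl-1 (adjusted p 0.0227) and -0.68 for Gl-2 (adjusted p 0.00442). Without HCD array C it was DE under both (-0.73 and -0.85), and under Gl-2 also without Gl-2 array B (-0.77). Of the 24 cholesterol synthesis genes, a list chosen after the values were seen, 3 were higher under Gl-1 and 2 under Gl-2 than under HCD. The median log2 fold change of the list was -0.19 for Gl-1 (fry adjusted p 0.0176) and -0.26 for Gl-2 (fry adjusted p 0.00226). The adjusted p for Gl-1 rose above 0.05 without Gl-1 array C, HCD array A or HCD array B, with medians between -0.24 and -0.21 over the arrays left out. Over the genes that Table S2 does not hold, the medians were -0.18 for Gl-1 (fry adjusted p 0.0291) and -0.07 for Gl-2 (fry adjusted p 0.189).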

We previously reported that *Gl* extracts reduced the expression of relevant genes involved in cholesterol biosynthesis, such as Acss2, Acly, Fdps, Nsdhl, Acaca, and Fasn, which were probably silenced by a decrease of the Srebf1/Srebp1 transcriptional network (Figure 1C,D, Figure 2A and Figure 3A).

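In liver Acly had a log2 fold change of -1.04 under Gl-1 (standard error 0.13, adjusted p 6.77e-06 from limma with Benjamini-Hochberg adjustment) and -0.87 under Gl-2 (adjusted p 8.11e-05), both against HCD. For Fasn the values were -1.18 (standard error 0.20, adjusted p 0.000629) and -0.84 (adjusted p 0.0182). Its log2 expression was 11.17 ± 0.14 in HCD, 9.99 ± 0.35 under Gl-1 and 10.33 ± 0.70 under Gl-2 (SD, n = 3 arrays). Acss2 fell by 0.75 and 0.78, Fdps fell by 0.80 and 0.79, and Nsdhl fell by 0.76 and 1.02 under Gl-1 and Gl-2, with adjusted p between 2.98e-05 and 0.00636. Acaca passed the fold change threshold under Gl-2 (-0.74, adjusted p 5.55e-05) but not under Gl-1 (-0.55, adjusted p 0.00242). Srebf1 changed by -0.80 under Gl-1 (standard error 0.14, adjusted p 0.000891) and by -0.39 under Gl-2 (adjusted p 0.183), and the difference between the extracts was not called.
Acly and Fasn stayed DE under Gl-1 with each array left out, and Nsdhl did so under Gl-2. Without Gl-2 array C the Gl-2 values of Acss2 (-0.66), Acly (-0.63), Fdps (-0.56), Acaca (-0.55) and Fasn (-0.47) were not DE. Acss2 also lost its call under Gl-2 without HCD array B (-0.70), and Fasn without HCD array A (-0.83) or HCD array B (-0.77). Under Gl-1, Acss2 lost its call without HCD array B (-0.67), Fdps without Gl-1 array C (-0.70), Nsdhl without Gl-1 array B (-0.69) or HCD array B (-0.64) and Srebf1 without Gl-1 array C (-0.55). The paper proposes that the lower Srebf1 network silenced these synthesis genes.

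**Figure D1:**
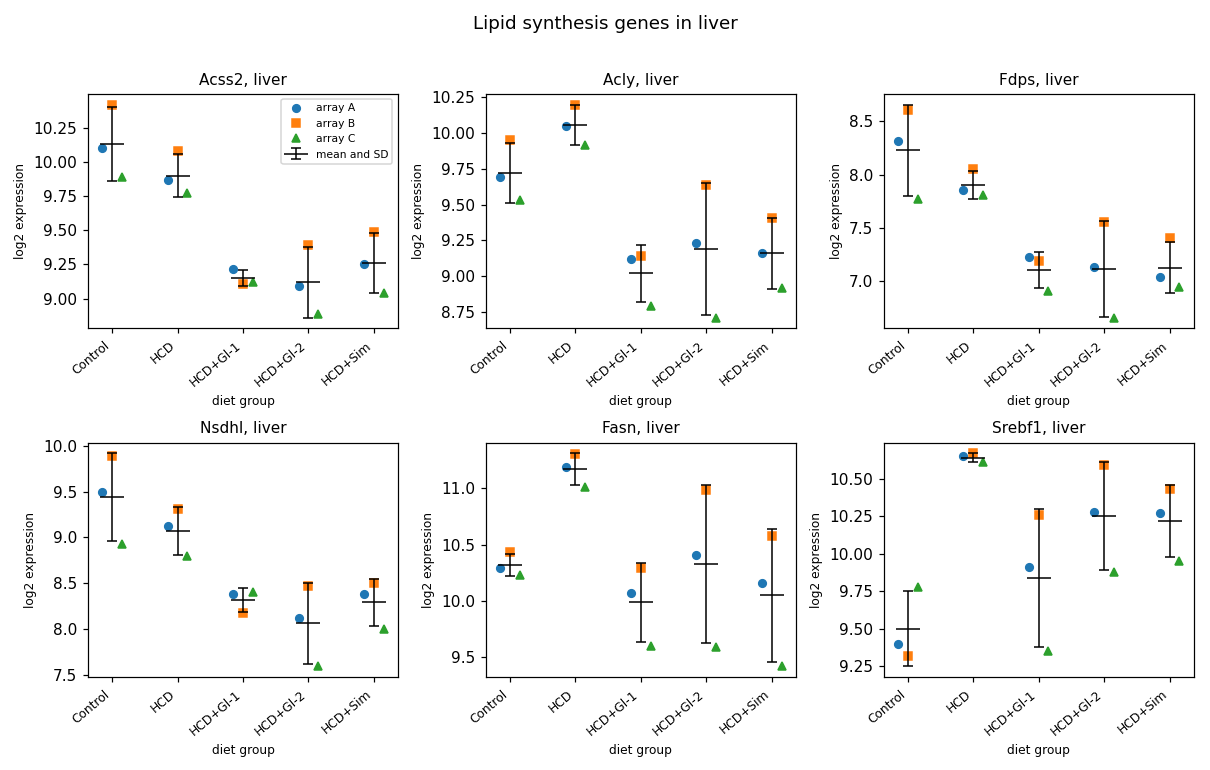
Log2 expression of Acss2, Acly, Fdps, Nsdhl, Fasn and Srebf1 in liver (vertical axis) in the 5 diet groups (horizontal axis). Points are the arrays of pools A, B and C, and bars are the mean and SD of 3 arrays. Fasn lies at 11.17 on average in HCD and at 9.99 in HCD+Gl-1.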

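A list of 37 target genes of PPAR alpha, most of them genes of fatty acid oxidation, was written after the results were seen. In liver 29 of the 37 were higher under Gl-1 than under HCD, with a median log2 fold change of 0.20 (fry adjusted p 0.103). Under Gl-2 29 were also higher, with a median of 0.12 (fry adjusted p 0.0491). For Gl-1 the adjusted p was 0.00389 without Gl-1 array B, with a median of 0.33. For Gl-2 it rose above 0.05 without Gl-2 array A, Gl-2 array C, HCD array A or HCD array B, with medians between 0.08 and 0.16 over the arrays left out. In HCD against Control the same list had a median of -0.17, with 7 of the 37 higher (fry adjusted p 0.0356), and this adjusted p rose above 0.05 without HCD array A, HCD array B or any 1 of the 3 Control arrays (medians -0.21 to -0.14). Without the genes of Table S2 the Gl-2 median was 0.10 (fry adjusted p 0.189).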

Our profile data also revealed that the administration of standardized *Gl* extracts induces the expression of genes involved in FA oxidation (FAO), lipolysis, and bile acid synthesis pathways. Furthermore, *Gl* extracts increased FAO via the induction of peroxisome proliferator-activated receptors (PPARs), normally suppressed in obesity and fatty liver. These results suggest that the *Gl*-1 extract triggers the PPAR route activation by promoting the interaction between PPAR and E2fs transcriptional factors, specifically through the up-modulation of E2f8 (Figure 2A). By contrast, the *Gl*-2 extract improved PPAR activity by increasing the cytochrome P450 family enzymes, specifically Cyp4a, resulting in increased FAO (Figure 3A). 

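The PPAR genes themselves were looked up after their values were seen, and their RNA does not measure the activity of the receptors. In liver Ppara changed by 0.20 on the log2 scale under Gl-1 (standard error 0.12, adjusted p 0.391 from limma with Benjamini-Hochberg adjustment) and by 0.19 under Gl-2 (adjusted p 0.547). Pparg changed by -0.23 under Gl-1 (standard error 0.09, adjusted p 0.179) and by -0.15 under Gl-2 (adjusted p 0.53). Ppard changed by -0.17 (adjusted p 0.309) and -0.06 (adjusted p 0.853). Pparg was higher in HCD than in Control by 0.65 (adjusted p 3.56e-05).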

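E2f8 rose under Gl-1, with a log2 fold change of 1.07 in liver (standard error 0.18, adjusted p 0.000644 from limma with Benjamini-Hochberg adjustment), between 0.89 and 1.23 with each array left out. It also rose under Gl-2, by 0.84 (adjusted p 0.00821), and was not DE there without Gl-2 array C (0.72) or HCD array B (0.66). In HCD against Control the value was -0.69, just short of the threshold (adjusted p 0.0461). From the rise of E2f8, the paper proposes that the Gl-1 extract activates the PPAR route through E2f factors.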

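Among the Cyp4a genes, 4 were DE in liver under Gl-2 against HCD in limma with Benjamini-Hochberg adjustment. Cyp4a14 rose by 1.54 on the log2 scale (standard error 0.33, adjusted p 0.0062), Cyp4a31 by 0.99 (standard error 0.20, adjusted p 0.00429), Cyp4a10 by 0.93 (adjusted p 0.0287) and Cyp4a32 by 0.84 (adjusted p 0.0157). None of the 4 kept its call without Gl-2 array C, with values of 1.25, 0.85, 0.74 and 0.67, or without HCD array B, with 0.99, 0.71, 0.61 and 0.59. Cyp4a10 (0.90) and Cyp4a32 (0.80) also lost it without Gl-2 array A. Under Gl-1 the 4 genes rose by 0.99 (Cyp4a14), 0.52 (Cyp4a31), 0.64 (Cyp4a10) and 0.55 (Cyp4a32), with adjusted p between 0.0959 and 0.172. Without Gl-1 array B all 4 were DE under Gl-1, at 1.42 (Cyp4a14), 0.73 (Cyp4a31), 0.92 (Cyp4a10) and 0.80 (Cyp4a32), and Cyp4a14 was also DE without HCD array C (1.33). Under simvastatin the 4 were DE, at 2.42 (Cyp4a14, adjusted p 2.96e-05), 0.98 (Cyp4a31), 0.90 (Cyp4a10) and 0.96 (Cyp4a32). Cyp4a14 stayed DE there with each array left out, from 1.88 without HCD array B. The other 3 lost their calls without Sim array C (0.80, 0.78 and 0.78) or HCD array B (0.70, 0.58 and 0.72), and Cyp4a10 also without Sim array A (0.82) or HCD array A (1.00). In HCD against Control they were lower, with Cyp4a14 at -1.45 (adjusted p 0.0125) and Cyp4a31 at -0.95 (adjusted p 0.00721). Without HCD array B neither was DE (-0.91 and -0.68), nor was Cyp4a14 without Control array A or Control array B (-1.42 in each case).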

PPAR activation was consequently associated to the up-modulation of target genes, such as the early growth response 1/2 (Egr1/2) and the AP-1 transcription factor subunit (Figure 3B). Moreover, several mitogen-activated protein kinase (MAPK) family genes (e.g., Fos, Jun, Il1a, Il1b) were over-expressed after *Gl*-2 extract treatment (Figure 3B).

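In liver Egr1 rose under Gl-2 by 2.47 on the log2 scale (standard error 0.48, adjusted p 0.00213 from limma with Benjamini-Hochberg adjustment), Egr2 by 0.75 to 1.74 over the arrays left out (adjusted p 0.00539 with all arrays) and the AP-1 subunit gene Junb by 0.75 (standard error 0.13, adjusted p 0.000419). The arrays of the Gl-2 group differed: Egr1 read 10.72 in array A, 6.98 in array B and 11.16 in array C, against 7.14, 7.07 and 7.25 in HCD. Array B thus lay below every HCD array. The standard error of 0.48 is pooled over the groups of all tissues and is not the spread of these arrays. Without Gl-2 array C the log2 fold changes of Egr1 (1.70), Egr2 (the lowest of its range) and Junb (0.58) were not DE. Of 26 immediate early genes, 19 of which Table S2 holds, 23 were higher under Gl-2, with a median log2 fold change of 0.59 (fry adjusted p 0.000141), and 0.37 without Gl-2 array C. Egr1 was at 3.79 without Gl-2 array B. Over the genes of the list that Table S2 does not hold, the median was 0.08 (fry adjusted p 0.606). These are the list genes left over for not being called, so their small median decides little.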

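Fos rose by 1.88 on the log2 scale in liver under Gl-2 against HCD (standard error 0.32, adjusted p 0.000427 from limma with Benjamini-Hochberg adjustment) and Jun by 1.67 (standard error 0.31, adjusted p 0.00149). Array B of the Gl-2 group read 6.55 for Fos and 7.29 for Jun, array A 8.66 and 9.56, and array C 9.59 and 10.01. Fos stayed DE with each array left out, from 1.21 without Gl-2 array C to 2.74 without Gl-2 array B, while Jun was not DE without Gl-2 array C (1.14). The interleukin gene Il1b rose by 0.84 (standard error 0.14, adjusted p 0.000457) and Il1a by 0.74 (standard error 0.15, adjusted p 0.00241). Il1b lost its call without Gl-2 array C (0.68), and Il1a without Gl-2 array C (0.60) or HCD array C (0.56). Fos and Jun were not DE in a fit on the liver arrays alone.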

Gene enrichment analysis also showed that another effector of standardized *Gl* extracts in animals consuming a HCD is the increased synthesis of bile acids (BAs). The *Gl*-1 extract triggered one of the major bile acids synthesis pathways via the Cyp7b1-mediated hydroxylation of cholesterol (Figure 2A). By contrast, the *Gl*-2 extract increased leukotrienes through Cyp4a expression, stimulating the mechanism of bile acids production, biotransformation and excretion (Figure 3A).

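Cyp7b1 rose by 0.98 on the log2 scale in liver under Gl-1 against HCD (standard error 0.12, adjusted p 2.25e-06 from limma with Benjamini-Hochberg adjustment) and stayed DE with each array left out (0.82 to 1.15). Under Gl-2 it rose by 0.42 (adjusted p 0.0514) and under simvastatin by 0.44 (adjusted p 0.0507), neither of them DE. In HCD against Control the log2 fold change was -0.52 (adjusted p 0.00979). The paper states that the Gl-1 extract raised bile acid synthesis through hydroxylation of cholesterol.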

Standardized *Gl* extracts also prevented endoplasmic reticulum stress and protein misfolding by improving pathways, such as Derl3 and the heat shock protein genes Hsp1a/b and Dnajb1 (Figure 2A and Figure 3A). 

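Derl3 rose by 1.27 on the log2 scale in liver under Gl-1 against HCD (standard error 0.22, adjusted p 0.000629 from limma with Benjamini-Hochberg adjustment) and stayed DE with each array left out (1.01 to 1.43). Under Gl-2 it rose by 0.56 (adjusted p 0.233). The heat shock genes rose under Gl-2, Dnajb1 by 1.64 (standard error 0.28, adjusted p 0.00049), Hspa1a by 1.02 (standard error 0.23, adjusted p 0.0114) and Hspa1b by 1.01 (standard error 0.19, adjusted p 0.00152). Dnajb1 stayed DE with each array left out, from 1.14 without Gl-2 array C. Without that array Hspa1a (0.72) and Hspa1b (0.72) were not DE, and Hspa1a also lost its call without Gl-2 array A (0.82), HCD array B (0.98) or HCD array C (0.98). Under Gl-1 the 3 heat shock genes changed by 0.04 (Dnajb1), 0.08 (Hspa1a) and 0.16 (Hspa1b), with adjusted p between 0.741 and 0.967. Of 15 heat shock genes, 4 of which Table S2 holds, 14 were higher under Gl-2, with a median of 0.26 (fry adjusted p 0.00764). The list's adjusted p rose above 0.05 without Gl-2 array A (median 0.22), Gl-2 array C (0.13) or HCD array B (0.17), and over its genes that Table S2 does not hold (0.21, fry adjusted p 0.189).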

The gene Saa2 was up-modulated by the *Gl*-1 extract, that might improve intracellular trafficking of cholesterol, as a means to avoid its accumulation (Figure 2B). 

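Saa2 rose by 3.15 on the log2 scale in liver under Gl-1 against HCD (standard error 0.86, adjusted p 0.0407 from limma with Benjamini-Hochberg adjustment). Gl-1 arrays A and B read 11.28 and 11.96 and array C 7.89, against 7.29, 6.91 and 7.48 in HCD, and the Control arrays read 10.57, 8.40 and 10.91. Leaving out Gl-1 array A (2.70), Gl-1 array B (2.36) or any of HCD arrays A, B and C (3.18, 2.99 and 3.28) took the call away. Without Gl-1 array C the log2 fold change was 4.39. Saa2 rose by 2.58 under Gl-2 (adjusted p 0.138) and by 2.88 under simvastatin (adjusted p 0.101), and fell by 2.73 in HCD against Control (adjusted p 0.128), none of them DE. It was DE under Gl-2 without Gl-2 array C (4.12) and under simvastatin without Sim array C (4.36).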

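The log2 expression of Atf3 in liver rose by 1.00 under Gl-2 against HCD (standard error 0.14, adjusted p 2.98e-05 from limma with Benjamini-Hochberg adjustment) and stayed DE with each array left out (0.88 to 1.24). It rose by 0.13 under Gl-1 (adjusted p 0.727) and by 0.52 under simvastatin (adjusted p 0.0583), neither of them DE. Atf3 is also one of the 26 immediate early genes.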

Another relevant gene required to mobilize cholesterol outside the cell is the transcriptional regulator Atf3, which was up-modulated by the *Gl*-2 extract (Figure 3A).

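In liver 17 genes were DE under both extracts. In 100 simulated data sets with no effect of any diet, in which both comparisons shared the HCD arrays, the mean number of shared DE genes was 0.57 and the highest was 15. The shared count was 5 with a fit on the liver arrays alone and 88 without the fold change threshold, and it ran from 13 without Gl-2 array C to 20 without Gl-1 array B. Across all genes the log2 fold changes of the 2 extracts had a correlation of 0.44, and 69 of the 100 simulated sets gave one as large, since both comparisons subtract the same HCD arrays. Genes are not independent replicates in this correlation.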

Our transcriptional data showed relevant mechanisms by which standardized *Gl* extracts prevent hepatic lipid accumulation through significantly decreasing lipogenesis programs, and restoring lipid homeostasis (lipid processing, reverse cholesterol transport and lipid export), which consequently enhances catabolic pathways over anabolic pathways (Figure 1, Figure 2 and Figure 3; Table S3).

### 3.3. Standardized Gl Extracts Recapitulated Simvastatin Analogous Mechanisms in Liver Tissue

We then analyzed the expression profiles associated to simvastatin treatment under a HCD. 

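Mice of the HCD+Sim group received HCD with 0.03 g of simvastatin per 100 g of diet, and their liver arrays were compared with those of HCD in the fit described for the extracts. The comparison gave 57 DE genes, 44 higher and 13 lower, and 2588 genes at an unadjusted p under 0.05. In 12 of the 57 the arrays of the groups overlapped. With a fit on the 6 compared arrays alone limma with Benjamini-Hochberg adjustment called 0 genes, and with a fit on the liver arrays alone 5. Leaving out 1 array gave between 48 and 74 DE genes.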

As expected, EPA revealed the significant down-modulation (logFC > 0.7 or < −0.7, adjusted *p* value < 0.05) of biological processes involved in energy homeostasis (Table S2), such as fatty Acyl-CoA biosynthesis, triglyceride biosynthesis, lipid metabolic process, among others. Moreover, simvastatin treatment robustly enriched the expression of lipid catabolic processes, fat digestion and absorption, PPAR signaling pathways, and fatty acid degradation mechanism, achieved by the activation of Pnlip, Clps, Pnliprp1, and Acot3, key lipolytic enzymes (Figure 1B and Figure S2; Table S3).

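Under simvastatin Fasn fell by 1.11 (standard error 0.20, adjusted p 0.00153 from limma with Benjamini-Hochberg adjustment), Acly fell by 0.90 (adjusted p 7.8e-05) and Lpin1 fell by 0.87 (standard error 0.18, adjusted p 0.00775) on the log2 scale in liver. These 3 genes stayed DE with each array left out. Elovl6 changed by -0.82 (adjusted p 0.000846), Thrsp by -1.05 (adjusted p 0.0136) and Me1 by -0.78 (adjusted p 0.000685). Elovl6 lost its call without HCD array B (-0.67), Me1 without Sim array C (-0.66) or HCD array B (-0.64), and Thrsp without Sim array C (-0.65), HCD array A (-1.04) or HCD array B (-1.0).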

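Pnlip rose by 1.05 on the log2 scale in liver under simvastatin (standard error 0.18, adjusted p 0.000846 from limma with Benjamini-Hochberg adjustment), Clps by 0.97 (standard error 0.19, adjusted p 0.00379) and Pnliprp1 by 1.11 (standard error 0.22, adjusted p 0.00477). Pool C did not show these changes: Pnlip read 6.57, 7.14 and 5.68 in Sim arrays A, B and C, Clps 8.11, 8.60 and 7.00, and Pnliprp1 6.56, 6.82 and 5.05. Pnlip stayed DE with each array left out, from 0.71 without Sim array B. Without that array Clps (0.62) and Pnliprp1 (0.77) were not DE. Acot3 rose by 0.89 (standard error 0.22, adjusted p 0.0263), and lost its call without Sim array A (0.75), Sim array C (0.78), HCD array A (0.85) or HCD array B (0.80).
Pnlip, Clps and Pnliprp1 belong to a list of 34 genes of the exocrine pancreas, 15 of which Table S2 holds. Of the 34, 30 were higher under simvastatin (median log2 fold change 0.59, fry adjusted p 0.000101), and 14 of the 57 DE genes were on that list. Over the genes of the list that Table S2 does not hold, the median was 0.10 (fry adjusted p 0.0257). The amylase gene Amy2a5 and the chymotrypsinogen gene Ctrb1 both rose by 1.83, with adjusted p of 0.000436 and 0.000296. Under Gl-1 and Gl-2 the log2 fold changes of Pnlip were -0.14 and -0.01. The paper states from these genes that simvastatin activated lipid breakdown in the liver.

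**Figure D2:**
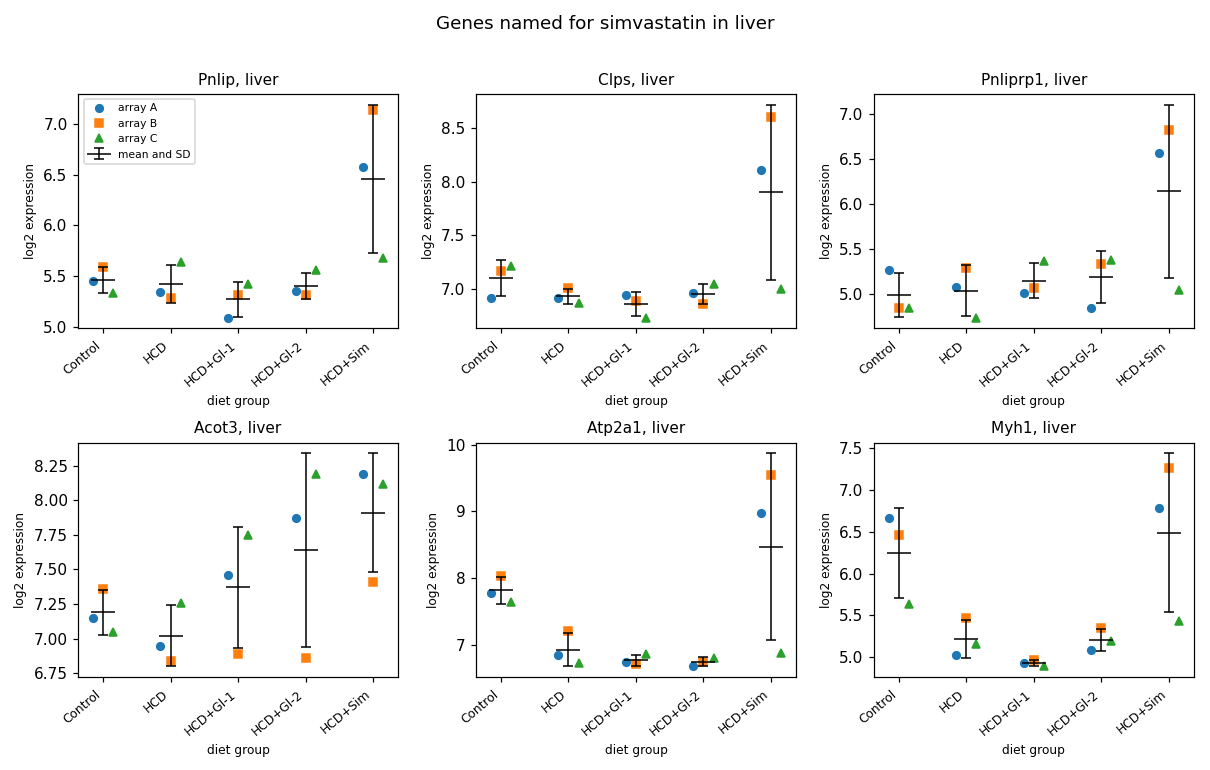
Log2 expression of Pnlip, Clps, Pnliprp1, Acot3, Atp2a1 and Myh1 in liver (vertical axis) in the 5 diet groups (horizontal axis). Points are the arrays of pools A, B and C, and bars are the mean and SD of 3 arrays. Pnlip reads 6.57 and 7.14 in arrays A and B and 5.68 in array C of HCD+Sim.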

Additional effects of simvastatin actionable pathways include anti-inflammatory properties, and up-modulation of cellular stress responses. 

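Under simvastatin Atp2a1, a calcium pump gene of skeletal muscle, rose by 1.54 on the log2 scale in liver (standard error 0.28, adjusted p 0.00194 from limma with Benjamini-Hochberg adjustment). It read 8.98, 9.54 and 6.88 in Sim arrays A, B and C, and its log2 fold change was 1.00 without array B and 2.33 without array C, DE in both. Atp2a1 belongs to a list of 30 skeletal muscle genes, of which 28 were higher under simvastatin (median 0.29, fry adjusted p 0.000574). Derl3 rose by 1.24 (standard error 0.22, adjusted p 0.000994) and stayed DE with each array left out (0.98 to 1.40).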

Atp2a1 and Derl3 genes were also up-regulated in response to high cholesterol stress enhancing the efficiency of the endoplasmic reticulum system (Figure S2A**)**. Rab30, which increased exocytosis of cholesterol vesicles [55], was also over-expressed (Figure S2A). 

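The log2 fold change of Rab30 in liver was 0.77 under simvastatin (standard error 0.18, adjusted p 0.0203 from limma with Benjamini-Hochberg adjustment). It was not DE without Sim array C (0.66), HCD array A (0.71) or HCD array B (0.70). Rab30 also rose under Gl-1, by 0.93 (adjusted p 0.00277), and was not DE there without Gl-1 array C (0.74). Under Gl-2 the value was 0.55 (adjusted p 0.123).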

Simvastatin enhanced membrane-cytoskeleton adhesion through the up-modulation of the cytoskeleton related-genes Myh1, Myh2, Myl1 and Myl2, thus modulating endocytosis, exocytosis and cell adhesion (Figure S2B).

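Myh1 and Myl1 both rose by 1.27 on the log2 scale in liver under simvastatin (standard error 0.24 for each), with adjusted p of 0.00222 and 0.00233 from limma with Benjamini-Hochberg adjustment. Myh2 rose by 0.82 (standard error 0.17, adjusted p 0.0076) and Myl2 by 0.14 (standard error 0.11, adjusted p 0.668). Myh1 read 6.78, 7.26 and 5.43 in Sim arrays A, B and C, and Myl1 7.28, 7.50 and 5.58. Without Sim array B, Myh1 (0.88), Myl1 (0.91) and Myh2 (0.52) were not DE. Of the DE genes under simvastatin, 8 were on the list of skeletal muscle genes. Myh1 was lower in HCD than in Control, by -1.03 on the log2 scale (adjusted p 0.0134), and that call was lost without HCD array A (-0.93), HCD array C (-1.0), Control array A (-0.83) or Control array B (-0.93).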

Standardized *Gl* extracts (*Gl*-1, *Gl*-2) and simvastatin treatments exhibited heterogeneous gene expression patterns. However, they displayed similar enrichment of well-known lipid metabolic pathways, thus their hypocholesterolemic properties modulate equivalent signaling mechanisms (Figure S4A).

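Across all genes the log2 fold changes against HCD in liver had a correlation of 0.40 between Gl-1 and simvastatin and of 0.52 between Gl-2 and simvastatin. Both comparisons of each pair share the HCD arrays. Simulated data sets without an extract or simvastatin effect, 100 in number, gave mean correlations of 0.533 and 0.507. Of these sets, 83 and 54 were as large as the measured values. The genes with the largest differences included Cyp2b9, which fell by 2.08 under Gl-1 (adjusted p 1.84e-07 from limma with Benjamini-Hochberg adjustment) and fell by 3.17 under Gl-2 (adjusted p 6.39e-13), and changed by -0.38 under simvastatin (adjusted p 0.498).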

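In liver 10 genes were DE under Gl-1, Gl-2 and simvastatin alike: Acly, Aqp8, BC021614, Fasn, Fdps, Fgl1, Hamp2, Mt1, Mt2 and Nsdhl. Simulated data sets without an extract or simvastatin effect that shared the HCD arrays gave a mean of 0.31 such genes, and 2 of 100 gave as many. They take the arrays of a group as independent, so these values may be too low. All 10 changed in the same direction under the 3 treatments, with Mt2 at 1.19, 2.11 and 1.72 and Hamp2 at -0.75, -1.12 and -1.04 on the log2 scale. Hamp2 was not DE under Gl-1 without Gl-1 array A (-0.60), Gl-1 array C (-0.75, adjusted p 0.0508) or HCD array B (-0.69). Fgl1 was not DE under Gl-2 without Gl-2 array A (0.77) or B (0.65) or HCD array A (0.84) or C (0.75), nor under simvastatin without Sim array A (0.65) or B (0.52) or any 1 of the HCD arrays (0.82, 0.92 and 0.73). BC021614 was lost under Gl-2 without Gl-2 array C (-0.68) or HCD array B (-0.67) and under simvastatin without Sim array C (-0.63) or HCD array A (-0.70) or B (-0.62). Simvastatin calls were also lost for Aqp8 (-0.65), Fdps (-0.69) and Nsdhl (-0.64) without Sim array C, and for Fdps (-0.70) and Nsdhl (-0.67) without HCD array B, where the Gl-1 call of Mt1 (0.67) was lost too. Lost calls of Acly, Fasn, Fdps and Nsdhl under the extracts are given with the synthesis genes. The count was 39 without the fold change threshold, 2 with a fit on the liver arrays alone and 0 with a fit on the 12 compared arrays alone, where limma called 8, 19 and 5 genes under Gl-1, Gl-2 and simvastatin and 2065, 1620 and 1570 had an unadjusted p under 0.05. Without HCD array B the count was 4. The paper reasons from the pathways enriched under each treatment that the extracts and simvastatin act through equivalent signaling.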

Using the Open Targets Platform, which systematically integrates multiple biomedical data to associate genes with diseases, we determined the relative association of *Gl* and simvastatin-modulated genes with hypercholesterolemia condition. Interestingly, *Gl*-2 gene-targets are more robustly linked to the disease than *Gl*-1 targets (Figure S3A). Further similar relevance scores, which described the probability that a set of genes are specific to a particular disease, were observed between *Gl*-2 and simvastatin (Figure S3A). In line with these results, by exploring the DGIdb database we identified several well-described pharmacological target genes of simvastatin, which were also modulated by *Gl* (Figure 4A). These data suggest that down-expression of de novo lipid synthesis genes and the up-regulation of relevant enzymes related to lipid elimination are critical for simvastatin and *Gl* extracts mediated by analogous mechanisms. 

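The cholesterol synthesis genes, listed after the results were seen, fell under simvastatin as well, with 3 of the 24 higher, a median log2 fold change of -0.21 and a fry adjusted p of 0.00156. The 37 PPAR alpha targets rose, with 35 higher, a median of 0.23 and a fry adjusted p of 0.00132. Both lists kept an adjusted p under 0.05 with each array left out, with medians from -0.26 to -0.19 and from 0.19 to 0.30. Against simvastatin directly, the synthesis genes differed by medians of 0.01 for Gl-1 (fry adjusted p 0.739) and 0.02 for Gl-2 (fry adjusted p 0.998).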

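Gl-2 and simvastatin shared 15 DE genes in liver. In 100 simulated data sets without an extract or simvastatin effect the mean was 0.54 and the highest 14. Gl-1 and simvastatin shared 12, against a mean of 0.5, and 2 of the 100 sets gave as many. The simulated arrays of a group are independent while the real ones share RNA, so these chance values may be too low. The first count was 62 without the fold change threshold and 7 without HCD array B, and it was 9 without Gl-2 array C and also without Sim array C. The second was 6 without HCD array B.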

In general, *Gl* extracts, mainly *Gl*-2 and simvastatin promote common transcriptional networks and phenotypic responses to manage high hepatic cholesterol concentrations, which have potential pharmacological properties. We finally interrogated gene-expression profiles of toxicity by computing ssGSEA scores based on transcriptional signatures from DrugMatrix and Open TG-GATEs, as well as toxicity-related pathways. Non-significant changes in the hepatic toxicity portraits were observed between *Gl*-1, *Gl*-2 and simvastatin. These data suggest that the use of *Gl* extracts at the administrated doses is safe and no toxicity effects on hepatic cells were greater than those defined in the tissue from mice treated with the allopathic simvastatin drug (Figure S3B, Table S4).

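The public transcriptional signature of simvastatin in Table S4 holds 556 values above and 626 below 0 on the log2 fold change scale. Of its mouse genes, 457 raised and 512 lowered ones are on the arrays. ssGSEA scores with a rank weight of 0.25 were computed for each liver array. The score of the raised genes was 0.2434 ± 0.0016 under Gl-1, 0.2459 ± 0.0021 under Gl-2 and 0.2472 ± 0.0020 under simvastatin (SD, n = 3 arrays). The differences from simvastatin were -0.0038 for Gl-1 (two-sided exact permutation p 0.1) and -0.0014 for Gl-2 (exact permutation p 0.5). With each array left out, the Gl-2 difference ran from -0.0025 without Sim array C to -0.0003 without Gl-2 array B. For the lowered genes they were -0.0042 and -0.0053 (exact permutation p 0.2 for each). After Benjamini-Hochberg adjustment over 6 tests the p-values lay between 0.3 and 0.5, and 0.1 is the smallest p that 3 arrays against 3 allow. The scores from the Reactome toxicity pathways were not analysed here.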

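HCD without treatment differed from simvastatin by -0.0028 in the score of the raised signature genes (two-sided exact permutation p 0.3) and by -0.0044 in that of the lowered genes (exact permutation p 0.2). Of the mouse genes of the signature, 89 occur among both the raised and the lowered genes. Control had a mean score of 0.2498 for the raised genes, above the 0.2472 under simvastatin, and 0.1791 against 0.1812 for the lowered genes. From signature and toxicity pathway scores under the extracts and simvastatin, the paper proposes that the extracts at these doses are safe for the liver. For safety it also cites its own toxicity assay in rats, whose data are not shown.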

### 3.4. Unique Hepatic Transcriptional-Pathway Portraits Derived from Gl-1 and Gl-2 Extracts

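Over the 3 comparisons with HCD in liver, 126 genes were DE in at least 1. Of these, 17 were DE under Gl-1 alone (13.5%), 45 under Gl-2 alone (35.7%) and 40 under simvastatin alone (31.7%). A further 7 were shared by the extracts only, 2 by Gl-1 and simvastatin only and 5 by Gl-2 and simvastatin only. A gene DE under 1 treatment alone is not shown to differ between treatments. The direct comparisons of the treatments test that difference.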

There were a substantial number of transcripts whose expression was specific to each treatment, as shown in the Venn diagram (Figure S4A). For instance, the *Gl*-2 extract established a higher number of DE genes. 

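The order of the counts depended on the arrays used. With a fit on the liver arrays alone, 14 genes were DE under Gl-1, 17 under Gl-2 and 5 under simvastatin. With pools A and B only, the counts were 51, 42 and 82. A difference between the counts themselves was not tested.

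**Figure D3:**
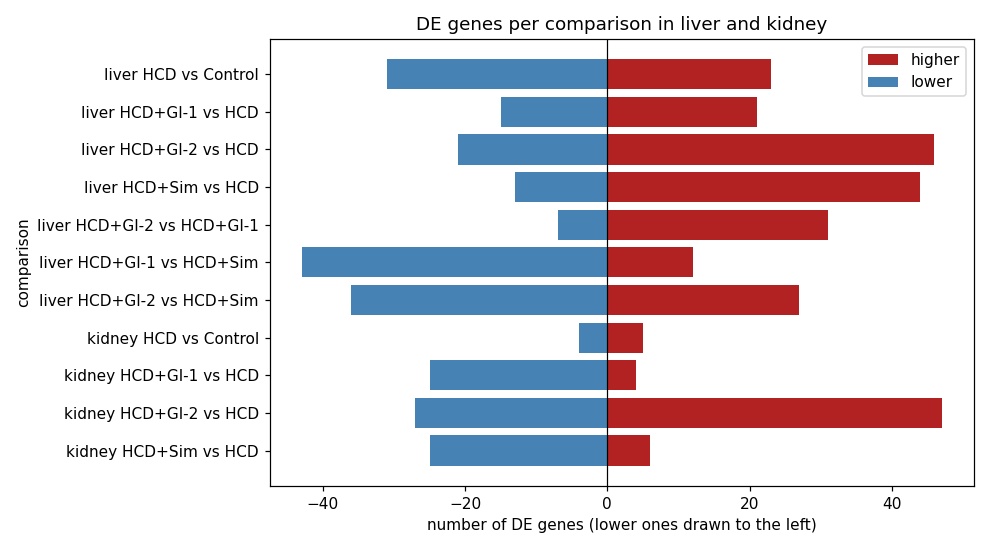
Number of DE genes in each comparison of liver and kidney (horizontal axis, with genes lower in the first group drawn to the left of 0), by comparison (vertical axis). Liver HCD+Gl-2 against HCD has 46 genes higher and 21 lower.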

We performed an EPA in order to examine whether there was a recognizable biological relevance of differential expression patterns between *Gl*-1 versus *Gl*-2 extracts. Identified altered genes were grouped in diverse functional categories, including response to hormone and cAMP, estrogen signaling pathway, and the activation of Ap-1 family of transcription factors (Table S3; Figure S4B). These differences are explained by differing bioactive compounds contained in each extract. 

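A direct comparison of Gl-2 with Gl-1 in liver gave 38 DE genes, 31 higher and 7 lower under Gl-2. In pools A and B alone there were 5, all lower. The arrays of the extracts overlapped in 17 of the 38. Fos rose by 1.87 under Gl-2 relative to Gl-1 (standard error 0.32, adjusted p 0.000767 from limma with Benjamini-Hochberg adjustment), Ier2 by 1.19 and Bud13 by 1.04 on the log2 scale, all DE with each array left out, with Fos at 1.21 without Gl-2 array C. Cyp2b9 was lower under Gl-2 (-1.09), and not DE without Gl-1 array C (-0.85). The count was 870 without the fold change threshold, while limma gave 0 DE genes in a fit on the liver arrays alone and 4363 genes at an unadjusted p under 0.05 in the fit over all arrays. It was 25 without Gl-2 array C and 93 without Gl-1 array B, and also moved past 1.5 times without Gl-2 array B.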

We showed that the ASA (10 mM) added to the substrate used for mushroom cultivation, not only changed the chemical composition of the *Gl*-2 extract, in comparison to the control (*Gl*-1, no ASA), but also its functional and medicinal properties. 

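Direct comparisons with simvastatin in liver gave 55 DE genes for Gl-1, 12 higher and 43 lower, and 63 for Gl-2, 27 higher and 36 lower. With pools A and B only, the Gl-2 genes were 6 higher and 63 lower. The arrays of the groups overlapped in 10 of the 55 and in 27 of the 63. The exocrine pancreas and skeletal muscle lists held 22 of the Gl-1 genes and 20 of the Gl-2 genes. The log2 fold changes of Amy2a5 and Ctrb1, 2 of these genes, were -2.09 and -1.72 for Gl-1. Rarres1 was higher under Gl-1 by 0.96 (adjusted p 6.07e-06 from limma with Benjamini-Hochberg adjustment) and stayed DE with each array left out. Pfkfb3 was higher under Gl-2 than under simvastatin by 1.32 and also stayed DE. Without the fold change threshold the counts were 902 and 289. The Gl-1 count was 92 without Gl-1 array B and the Gl-2 count was 95 without Gl-2 array B.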

Gene expression profiles of *Gl* extracts versus simvastatin treatments led to heterogeneous transcriptional portraits, which are enriched in post-transcriptional protein folding and digestion pathways (Figure S4C,D).

Relevantly, the most common gene classes modulated by *Gl* extracts were enzymes, transporters, transcription factors (TFs), oxidoreductases, and transferases (Figure 4B,C). These findings showed that, although treatments with *Gl* extracts and simvastatin did not generate the same transcriptional portraits in mice fed with a HCD, they definitely induced common cellular signaling processes capable of protecting against high lipid concentrations.

### 3.5. Gl-2 Extract Led to the Establishment of Dedicated Hepatic Transcriptional Factor Interaction Networks

The elucidation of *Gl*-mediated transcriptional factor (TFs) and their target genes is crucial to understand the anti-hypercholesterolemic mechanisms of *Gl*-2 extract. We identified many potential TFs, including Npas2 (component of the Srebp complex), which were down-modulated, whereas Egr1, Egr2, Junb, Nr4a1, Fos and Jun were up-modulated under *Gl*-2 intervention (Figure 4D). 

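The log2 fold change of Npas2 in liver under Gl-2 was -0.82 (standard error 0.19, adjusted p 0.0123 from limma with Benjamini-Hochberg adjustment). It was not DE without Gl-2 array A (-0.67), HCD array A (-0.75) or HCD array C (-0.76). Under Gl-1 it fell by 0.66 (adjusted p 0.0477), short of the fold change threshold. Nr4a1 also rose under Gl-2 (standard error 0.28, adjusted p 0.0123), and was not DE without Gl-2 array A (1.00), Gl-2 array C (0.74) or HCD array C (1.16). Without Gl-2 array B it was at 1.86.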

A set of DE genes positively correlated with predicted TFs was identified (Pearson correlation > 0.7, adjusted *p* value < 0.2). 

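Over the 15 liver arrays, 441 pairs of the 7 TFs named for Gl-2 and the 67 DE genes were compared by correlation. In 168 pairs, or 38.1%, Pearson's r was over 0.7. The TFs and the genes were both picked for a change under Gl-2 on these arrays, which by itself raises their correlation. Spearman's rho was over 0.7 in 40 pairs, and Pearson's r was under -0.7 in 20. With the 2 arrays farthest from each TF's median left out, 18 pairs were over 0.7. Normal values with the same correlations between genes, drawn 100 times and treated alike, left 69 to 208 pairs, so most of the relations rest on those arrays. Without Gl-2 array C the count was 43 and without Gl-2 array B it was 321. After subtraction of each group's mean, 121 pairs were over 0.7. The arrays are not independent samples, since arrays of a group share RNA.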

Enrichment of TF domains in promoter regions of correlated genes was evaluated in order to define correlated genes and predicted TFs, as well as to identify possible downstream targets (Figure 4D). The network of *Gl*-2 modulated TFs and target genes showed the down-modulation of carbon metabolism, FA elongation and metabolism, *Gl*ycolysis/*Gl*uconeogenesis and lipid biosynthetic process, as well as a gain of function of MAPK signaling pathway, and estrogen pathway activation of the AP-1 family (Figure 4D,E). Collectively, these observations suggest that transcriptional regulation induced by the *Gl*-2 extract is in part explained by the altered expression of TFs.

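Per TF, the number of DE genes with Pearson's r over 0.7 was 29 for Egr1, 30 for Fos and 7 for Npas2, out of 66 each. Without the 2 farthest arrays it was 2 for Egr1, 1 for Fos and 9 for Npas2. The genes over 0.7 with Npas2 included the synthesis genes Acss2 (0.82), Elovl5 (0.83), Nsdhl (0.78) and Fdps (0.74). After subtraction of group means these were -0.03, 0.33, -0.05 and -0.16, so they went with Npas2 mainly between groups. From the correlated genes and the TF domains in their promoters, the paper proposes that altered TFs explain part of the transcriptional regulation by Gl-2.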

### 3.6. Effect of Gl Extracts on Macrophages and Cholesterol Homeostasis

The liver represents the major reservoir of macrophages among all solid organs [56]. Interestingly, liver macrophages have been shown to be instrumental in hepatic metabolic responses, apart from their immunological activity. We evaluated the RAW 264.7 macrophage cell line, which shows similarities to murine hepatic macrophages [57], to investigate underlying mechanisms of *Gl* effects on cholesterol metabolism in hepatic macrophages. RAW 264.7 macrophages were treated with *Gl* extracts cultured under high cholesterol concentrations (50 µM). Treated RAW 264.7 macrophages were then subjected to oil red O staining for investigating lipid accumulation. Data showed that cells cultured on a medium containing a high cholesterol concentration and fungal extracts (*Gl*-1, *Gl*-2), were less enriched in lipid accumulation than those RAW 264.7 cells cultured in the control condition (Figure 5A,B). Our results also showed that treatments with *Gl* extracts significantly attenuate the expression of Fasn and Elovl6 at protein level (*p* < 0.05 vs. Control, Figure 5C), which are associated with fatty acid synthesis, and they were also abolished by *Gl* extracts in hepatic tissue. Macrophage polarization markers were also evaluated in order to assess whether hepatic immunity state is affected by *Gl* extracts and cholesterol consumption. Cholesterol loaded-macrophages show different expression profiles compared to non-polarized macrophages (M0) (Figure S5). We found an ambiguous phenotype between M1/M2-activated macrophages among *Gl* treatments and cholesterol. A decrease in the pro-inflammatory M1 markers Nos2 and Stat1 was detected in mice treated with *Gl* extracts and high cholesterol consumption compared to cholesterol loaded-macrophages, which is consistent with the anti-inflammatory properties of *Gl* (Figure S5).

### 3.7. Hepatic Transcriptional Reprogramming by Gl Extracts in Mice Fed with a HCD Were Consistent with an Altered Liver Landscape from Obese Patients

We assessed whether our results on the altered transcriptional landscape on murine liver tissues from animals consuming *Gl* extracts and a HCD had biological significance in a human context (Figure 5D,E). *Gl* target genes were compared with public human gene expression profiles of surgical liver biopsies from 13 obese and 5 control subjects (GSE15653). Most cellular signaling modulated by *Gl* extracts (*Gl*-1, *Gl*-2) in the mouse model were also altered by hepatic lipid accumulation in obese human patients. Interestingly, genes differentially expressed by *Gl*-2 show a higher enrichment in pathways, such as FA, carbon and retinol metabolisms; PPAR signaling and bile acid pathways; among others (Figure 5E). These data suggest potential regulation effects of *Gl* extracts to exert equivalent hypocholesterolemic effects on human liver tissue having high cholesterol levels.

### 3.8. Renal Transcriptional Landscape of Mice Fed with *Gl* Extracts and a HCD

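Kidney RNA of the same 5 diet groups was measured on 15 arrays and compared in the fit over all tissues. Against HCD, limma with Benjamini-Hochberg adjustment called 29 genes under Gl-1, 74 under Gl-2 and 31 under simvastatin. The arrays of the compared groups overlapped in none of these genes. Arrays of one kidney group varied less than those of liver, with median SDs of 0.099 and 0.137. Without the fold change threshold the counts were 59, 220 and 49. With only genes brighter than the median of the tissue in at least 1 group, the counts were 6 for Gl-1 and 5 for simvastatin. Of the 29 and 31 DE genes, 13 and 17 are dim multicopy genes of the Y chromosome and germ line.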

Gene and pathway expression portraits were assessed to understand underlying mechanisms of *Gl* extracts and simvastatin effects under metabolic stress of kidney. An increased number of altered genes was detected in the *Gl*-2 extract treatment (Figure S6A). 

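Of the 74 kidney genes under Gl-2, 47 were higher and 27 lower. Under Gl-1 4 were higher and 25 lower, and under simvastatin 6 were higher and 25 lower. With each array left out in turn the Gl-2 count lay between 66 and 87, the Gl-1 count between 27 and 34 and the simvastatin count between 25 and 31. The immediate early list held 19 of the Gl-2 genes, the heat shock list 3 and the Y chromosome and germ line list 13.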

Renal transcriptional analysis of *Gl* extracts consumption under a HCD showed a moderate enrichment of signaling processes related to lipid pathways. This was so for FA responses, isoprenoid biosynthetic process, and steroid metabolism for the *Gl*-1 extract intervention, whereas PPAR signaling pathways and cellular responses to lipid and hormones were enriched after the *Gl*-2 extract intervention (Figure 5F; Table S3). In addition to lipid metabolism, the *Gl*-2 extract also had an impact on the inflammatory mediator regulation of TRP channels, MAPK signaling pathways, activation to AP-1 TFs, regulation of cell death, among others (Figure 5F). These data revealed novel signaling circuits associated to *Gl* extracts properties on kidney.

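In kidney Cyp24a1 rose by 1.33 on the log2 scale under Gl-1 (standard error 0.10, adjusted p 6.45e-11 from limma with Benjamini-Hochberg adjustment) and by 0.42 under Gl-2 (adjusted p 0.0321), the latter short of the fold change threshold. Pdk4 rose under Gl-1 by 0.95 to 1.19 over the arrays left out (adjusted p 0.00015 with all arrays) and by 0.71 under Gl-2 (adjusted p 0.0253). The Gl-2 call of Pdk4 was lost without Gl-2 array A (0.68), Gl-2 array C (0.58), HCD array A (0.69) or HCD array B (0.64). The steroid dehydrogenase gene Akr1c18 rose by 0.96 under Gl-2 (adjusted p 0.000564) and by 0.94 under Gl-1 (adjusted p 0.00206), where it was not DE without HCD array B (0.82). Srd5a2 fell by 0.86 under Gl-2 (adjusted p 1.32e-06).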

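Egr1 rose by 3.97 on the log2 scale in kidney under Gl-2 (standard error 0.48, adjusted p 3.54e-07 from limma with Benjamini-Hochberg adjustment), Nr4a1 by 3.47 (standard error 0.28, adjusted p 2.36e-11), Fos by 2.69 (standard error 0.32, adjusted p 2.65e-07) and Jun by 2.11 (standard error 0.31, adjusted p 2.52e-05). All 3 arrays showed it, with Egr1 at 10.73, 10.44 and 10.80. These 4 genes stayed DE with each array left out. Of the 26 immediate early genes, 19 of which Table S2 holds, 25 were higher (median 1.44, fry adjusted p 8.84e-12). Over the genes of the list that Table S2 does not hold, the fry adjusted p was above the threshold, as given under the other observations. Il1b rose by 0.62 (adjusted p 0.0164), short of the fold change threshold, and was DE without Gl-2 array B (0.76), and Il1a changed by -0.04 (adjusted p 0.985).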

Enriched pathways were consistent in both liver and kidney tissues showing an enhanced anabolic cholesterol metabolism, although the concordance between hepatic and renal tissue was limited at gene level (Figure S6B). 

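Under Gl-2 17 genes were DE in both liver and kidney, all in the same direction, where 0.225 would be expected by chance (hypergeometric p 3.48e-28, which treats genes as independent). Both tissues come from the same mice, so a difference in the handling or sacrifice of the Gl-2 mice would enter both counts. The p-value therefore does not test the extract. Of the 17, 15 are on the immediate early, heat shock or clock gene lists, and the others are Dusp6 and Snord14e. Npas2 was the only one lower, by -0.76 in kidney, where its call was lost without any 1 of the 6 arrays (-0.82 to -0.67). No gene was shared under Gl-1 (0.0473 expected) by limma's calls, and 1 was shared under simvastatin (0.08 expected, hypergeometric p 0.0771). The Gl-2 count was 41 without the fold change threshold, 2 with a fit on each tissue's arrays alone and 7 without liver Gl-2 array C. From the enriched pathways of both organs, the paper states that both share a raised anabolic cholesterol metabolism although gene-level concordance was limited. At an unadjusted p under 0.05, 3663 liver and 883 kidney genes differed under Gl-1.

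**Figure D4:**
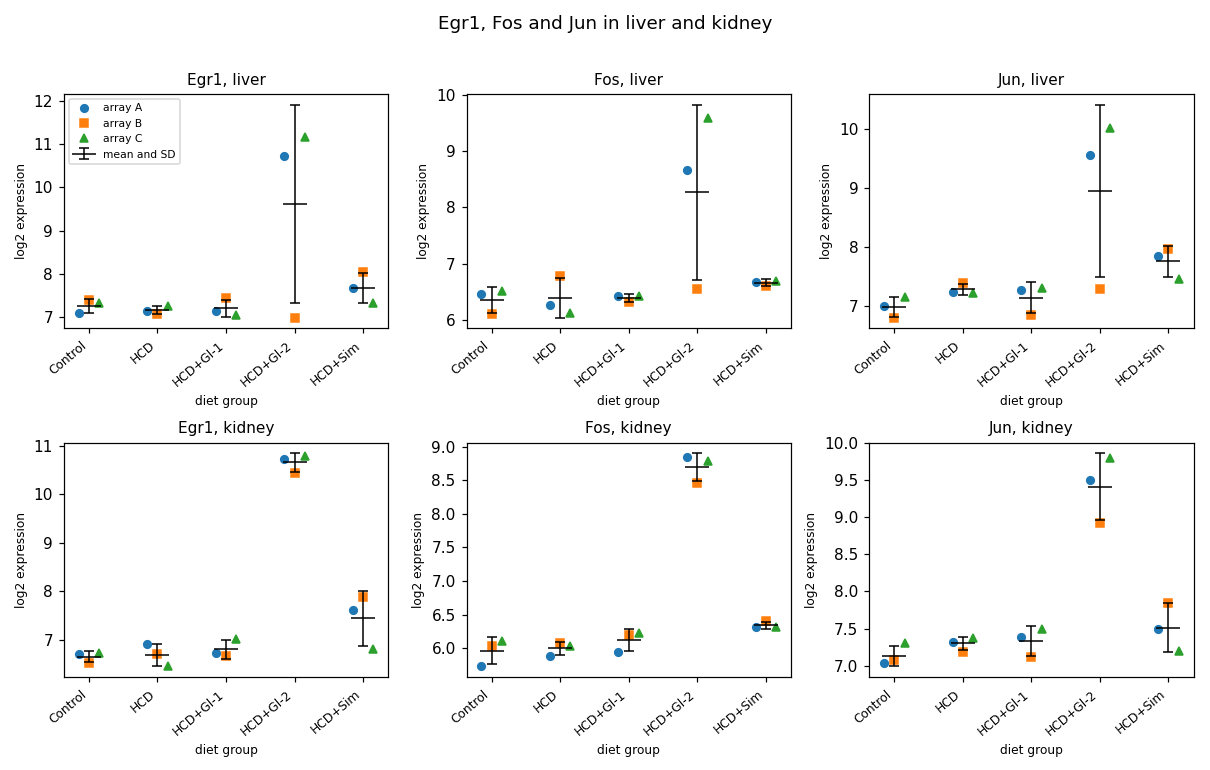
Log2 expression of Egr1, Fos and Jun (vertical axis) in liver and kidney of the 5 diet groups (horizontal axis). Points are the arrays of pools A, B and C, and bars are the mean and SD of 3 arrays. Under HCD+Gl-2 array B of liver reads 6.98 for Egr1, and array B of kidney reads 10.44.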

Unexpectedly, we did not detect any significantly enriched pathway of mice treated with simvastatin. This can be a consequence of the limited number of DE genes listed as significant, as well as a more specific activity of statins on hepatic tissue (Table S2).

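Under simvastatin Pdk4 rose in kidney by 0.95 on the log2 scale (adjusted p 0.0018 from limma with Benjamini-Hochberg adjustment) and Cyp24a1 by 0.86 (adjusted p 1.48e-06), both DE with each array left out. At an unadjusted p under 0.05, 1366 kidney genes differed. The paper proposes that the small number of DE genes, or a more specific action of statins on liver, explains the absence of an enriched pathway.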

### 3.9. *Gl* Extracts Consumption Promoted Bacterial Richness in the Gut Microbiota

Diversity of bacteria in the gut microbiota, estimated as the number of species present and the Shannon index, was similar in mice fed with a HCD + *Gl* extracts, HCD + simvastatin and the Control group, but it was greater than mice fed with a HCD only (Figure 6A). These results indicated that *Gl* dietary intervention increased species richness, showing bacterial diversity similar to the control group (Figure 6B). This confirms our results previously reported showing that more than 90% of the relative abundance in all experimental groups was represented by three phyla: Bacteroidetes, Firmicutes, and Proteobacteria [16]. The mice group consuming a HCD showed dysbiosis, as *Bacteroides acidifaciens*, *Mucispirillum schaedleri*, and *Parabacteroides distasonis* increased significantly, while *Faecalibacterium prausnitzii* and *Prevotella copri* had a significant decrease. This dysbiosis was positively reversed by *Gl* extracts (Figure 6B). Furthermore, the consumption of *Gl* extracts greatly increased the abundance of *Lactobacillus*, which is part of the Firmicutes phylum (Figure 6C,D), so we focused further analyses on this genus.

### 3.10. Relevant Target Genes of Gl Extracts Were Correlated with Blood Lipids and *Lactobacillus* Abundance in the Gut Microbiota

Correlation analyses were performed between gene expression changes and the levels of total triglycerides (TG), low-density lipoprotein cholesterol (LDL), and high-density lipoprotein cholesterol (HDL) in experimental treatments, in order to better characterize transcriptional changes induced by *Gl* extracts (*Gl*-1, *Gl*-2) within the clinical context of lipid metabolism alterations.

Both *Gl*-1 and *Gl*-2 extracts produced a significant reduction of all blood lipids evaluated (Figure 6C,D), while HDL/LDL ratio were almost restore to normal levels by *Gl* extracts (Figure S7A). We found a set of genes positively or negatively correlated (R ≥ 0.5, adjusted *p* ≤ 0.1) with TG, LDL, and HDL levels in each *Gl* treatment (Figure 6C,D; Tables S5 and S6). In general, a greater number of responsive genes to the *Gl*-2 extract were significantly correlated with any of the evaluated biochemical variables, in comparison with responsive genes to the *Gl*-1 extract. A similar approach was followed to explore the association between genes responsive to *Gl*-1 or *Gl*-2 extracts and the gut microbiota composition. We identified a group of *Gl*-responsive genes which are correlated with the increased abundance of the genus *Lactobacillus* in the gut microbiota (R ≥ 0.5, adjusted *p* ≤ 0.1) (Figure 6C,D; Tables S5 and S6). Remarkably, 80.7% (*Gl*-1) and 98.4% (*Gl*-2) of responsive genes, showing significant correlation with *Lactobacillus* abundance, were also correlated with at least one biochemical variable under the same *Gl* treatment. The biological function of *Gl*-correlated genes from each extract was elucidated through pathway enrichment analysis. As expected, top pathways were FA metabolism and the inflammatory immune response (Figure S7B,C). These results strongly suggest that *Gl* extracts exert an effect on the expression of genes acting on lipid metabolism pathways, partly through modulation of the gut microbiota.

## 4. Discussion

Accumulating evidence from previous biological and pharmacological research demonstrated that *Gl* extracts and their bioactive compounds show anti-hypercholesterolemic, hypoglycemic [6], and antioxidant activities [7], and modulate the gut microbiota [8]. However, most studies only evaluate a limited set of genes, and it remains unknown how *G. lucidum* modulates whole cell transcriptional-programs. To the best of our knowledge, this study presents the first comprehensive transcriptional landscape of *Gl*-modulated genes in hepatic and renal tissue of a murine model under HCD, which allows us to propose how standardized extracts from Mexican *Gl* operate on and identify unique molecular mechanisms, treatment-targets, similarities to the lowering-cholesterol simvastatin drug mechanisms, and correlations with relevant circulating biochemical parameters and gut microbiota composition, including differences across *Gl* extracts obtained from basidiocarps cultivated on different substrates.

Metabolic fluxes are altered under excess of cholesterol and fatty acids, leading to metabolic disorders and chronic inflammation [58]. We described the signal transduction pathways established by the consumption of *Gl* extracts (*Gl*-1, *Gl*-2), under a HCD, accounting for a metabolic reprogramming of hepatic, renal and macrophage cells from in vivo and in vitro models. Our study showed that Mexican *Gl* extracts prevent FA synthesis and accumulation through down-modulation of genes involved in lipogenesis, elongation and desaturation. Furthermore, after the consumption of *Gl* extracts, there was an enhancement of FA degradation and excretion, through the activation of peroxisome proliferator-activated receptors (PPARs), fatty acid oxidation and bile acid conversion.

The activation of FAO and liver X receptors mechanisms (LXRs), a nuclear receptor family of transcription factors that contribute to cholesterol homeostasis by stimulating cholesterol conversion to bile acids [3,4], reduce plasma cholesterol levels and raise plasma HDL levels in mice [59,60,61]. In agreement with all these data, the measurement of biochemical blood parameters, such as LDL and TG, showed a decrease after the consumption of *Gl* extracts by our animal model. Exploratory clinical trials confirmed these results [9]. Several defense mechanisms are activated for maintaining protein homeostasis under stress conditions, such as hypercholesterolemia. The endoplasmic reticulum (ER) plays an important role in regulating lipid metabolism, protein synthesis, protein post-translational modifications and trafficking [62]. Moreover, lipid regulatory molecules, such as cholesterol, can be involved in the generation of misfolded proteins and ER stress, particularly in lipid raft areas, which are membrane domains rich in cholesterol and sphingolipids. Standardized *Gl* extracts prevented ER stress and protein misfolding by improving different pathways preventing cell damage due to high cholesterol concentrations.

We also showed that metabolic gene expression profiles are correlated to biochemical parameters, indicating that these changes occur in a context-dependent manner. The treatment with *Gl* extracts establishes a pathway landscape analogous to that from simvastatin. Thus *Gl* extracts counteract dietary-induced changes caused by a HCD intervention, prompting catabolic over anabolic pathways. 

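Of the 54 genes that were DE between liver HCD and Control, 40 moved back toward Control under Gl-1 (74.1%), 36 under Gl-2 (66.7%) and 41 under simvastatin (75.9%). Both comparisons use the HCD arrays, so noise alone moves genes back: in 100 simulated data sets without an extract or simvastatin effect the mean shares were 60.5%, 60.3% and 59.9%, and 18, 35 and 13 sets gave as large a share. The genes that moved back and were also DE under the treatment numbered 8 for Gl-1, 9 for Gl-2 and 8 for simvastatin. Moxd1 fell by 2.34 under HCD (adjusted p 0.000836 from limma with Benjamini-Hochberg adjustment) and rose by 2.56 under Gl-1 (adjusted p 0.000345) and by 2.24 under Gl-2 (adjusted p 0.00131). The Gl-2 share was 82.3% without HCD array C, and the Gl-1 share was 90.5% with a fit on the liver arrays alone.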

As lipid metabolism is a complex multi-organ process, we considered that renal transcriptional metabolic portraits could also account for the *Gl* extracts effects on FA and cholesterol mechanisms, and their surrogate signaling pathways. Overall, kidney gene profiles from mice fed with a HCD and treated with *Gl* extracts were consistent with hepatic gene expression signatures, integrating an enhanced catabolic cholesterol metabolism.

There have been no previous studies on the transcriptional effect of *Gl* extracts obtained from basidiocarps cultivated on substrate containing ASA. Our data demonstrated that specific mechanisms exist for *Gl*-2 extracts, such as improved modulation of gene-expression programs, probably established by a fine tuning of core transactional factor networks that lead to a more complex transcriptional effect. Moreover, we detected more robust similarities between *Gl*-2 and simvastatin gene-expression activity. 

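The correlation of log2 fold changes across all genes was between 0.45 and 0.59 for Gl-2 and simvastatin, and between 0.29 and 0.49 for Gl-1 and simvastatin, with each array left out in turn. The ranges overlap, and the difference between the 2 correlations was not tested.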

Our recent study demonstrated that the addition of ASA in the *Gl* cultivation substrate stimulates the production of more or new bioactive compounds, mainly the polysaccharides, B-methyl glucopyranoside, DL-arabinitol and ribitol, in comparison with the conventional extract (no ASA) [63]. This pattern might be the result of biotransformation processes that occur when fungal enzymes catalyze chemical modifications of a compound [64]. From a biomedical point of view, we focused on the acetylsalicylic acid, a non-steroidal anti-inflammatory drug approved for the treatment of pain and fever, that has also been included as a secondary prevention in stroke treatment and cardiovascular disease at low dose. ASA has also demonstrated improved effects when administrated in combination with other cholesterol-lowering drugs, such as simvastatin. Coadministration of both drugs reduces the incidence of cardiovascular disease and improves blood circulation [65,66]. A proposed means to obtain this synergistic effect is probably by an improved solubility of simvastatin by ASA that consequently enhances its bioavailability [67]. How ASA was biotransformed by *Gl* or how ASA non-converted compounds might maximize the *Gl*-2 extract needs to be further addressed.

In line with our predicted toxicity analysis based on gene expression portraits, our previous study on an in-vivo toxicity assay on rat models did not show significant toxicity events at different doses, including the dose used in this study. Thus, the standardized hydroalcoholic extracts of Mexican *G. lucidum* are safe and no significant adverse, toxic or harmful effects have been recorded (data not shown, manuscript in preparation), making our *Gl* extracts an attractive coadjuvant treatment option.

Furthermore, recent evidence suggested a strong correlation between immune and metabolic systems [68], as well as coordinated biological regulation mechanisms [69]. Macrophages are recognized as relevant cells in metabolic pathologies through the induction of inflammation and foam cell formation (lipid accumulation) in response to high cholesterol concentrations [70]. Our findings showed that the treatment with *Gl* extracts significantly contributes to change macrophage activity. In vitro treatment of hepatic-like macrophages with *Gl* extracts (*Gl*-1, *Gl*-2) reduced de novo lipogenesis and lipid accumulation, in accordance with previous reports [8]. Furthermore, macrophages react to various environmental stimuli, which can modify their phenotypes [71]. The increase of non-HDL cholesterol has been linked to a greater monocyte recruitment, and a subsequent polarization to M1 macrophages [72]. In this study, we demonstrated a partial reversion of the phenotype established by high cholesterol concentrations via the administration *Gl* extracts, through the down-modulation of the M1-associated markers Nos2 and Stat1.

In addition to gene modulation, our in vivo experiments showed that the administration of *Gl* extracts also modulates the composition of the gut microbiota, triggering an increase of the Lactobacillaceae family and the genus *Lactobacillus*, as a result of their bioactive compounds, mainly α-glucans and β-glucans. Additionally, low species diversity has been linked to the establishment and development of diverse human pathologies, such as obesity [73]. We observed an increase of species diversity after the intervention with *Gl* extracts under a HCD, compared to the mice group fed with a HCD only, restoring microbiome richness and diversity under a HCD. Overall results indicate that beneficial effects of consuming *Gl* extracts may be partly attributed to the increase of *Lactobacillus* in the gut, through regulation of transcriptional programs triggering a catabolic phenotype.

Potential sources of variability in product chemistry and efficacies need to be addressed in natural products manufacturing [74]. In this context, we confront this challenge by studying well characterized patented *Gl* extracts, and confirming the molecular identification of Mexican *Ganoderma lucidum*. This has been a relevant bias in other studies that analyzed commercial extracts labeled as *Ganoderma* species that are not correctly assigned [74]. We characterized the strain studied of *Ganoderma lucidum* by sequencing the ITS1-5.8S-ITS2 region from the rDNA, showing that it clearly separated in the consensus the phylogenetic trees of reference strains from European, North American and Southeast Asian origin [15]. Our work therefore shows new data from an independent genotype on how cellular expression portraits of hepatic and renal tissues are modulated in response to *Gl* extracts treatment and a HCD diet. We recognized well-known driver *Gl*-target genes, as well as novel contributing transcriptional circuits not previously described well due to limited high-throughput information.

## 5. Conclusions

Our preclinical evidence notably shows the first deep high-throughput genomic characterization of the mechanisms of action of *Gl* extracts under a HCD. Collectively, our data show that the consumption of *Gl* extracts brings about diverse potential health benefits: (1) to improve gene expression programs dedicated to FA degradation and excretion; and (2) to modulate the gut microbiota for enhancing prebiotic and microbiota-modulating transcriptional effects. These processes contribute synergistically to reduce cholesterol accumulation and inflammation. Understanding the molecular pathways that take place under *Gl* extracts consumption will provide new insights into the hypocholesterolemic and prebiotic properties exerted by *Gl*. The exciting progress in this field supports the promising use of a robust complementary medicine to benefit patients with hyperlipidemia through standardized and well-characterized *Gl* extracts.

## Figures and Tables

**Figure 1:**
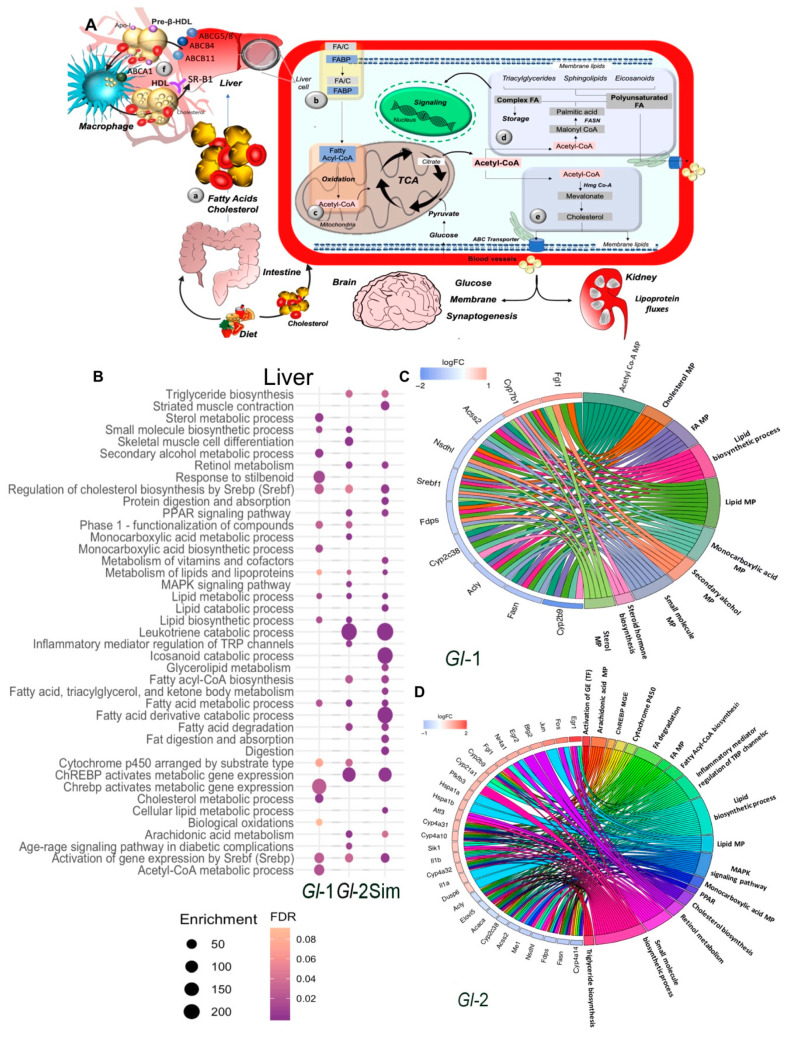
Main pathways of lipid metabolism altered by a high-cholesterol diet (HCD) given to C57BL/6 mice, including the administration of standardized hydroalcoholic extracts (*Gl*-1, *Gl*-2) from a Mexican strain of *Ganoderma lucidum*, in comparison with the drug simvastatin. (**A**) Schematic overview of major pathways involved in lipid metabolism. (a) Fatty acids (FAs) from dietary ingestion are either internalized in the cell from blood circulation by fatty acid-binding proteins (FABPs), or synthesized de novo within cells (b). (c,d) De novo lipogenesis begins with the conversion of acetyl-CoA to malonyl-CoA. The multifunctional enzyme fatty acid synthase (FASN) is then coupled to acetyl-CoA and malonyl-CoA to generate palmitic acid, which is further elongated and desaturated to produce diverse saturated and unsaturated FAs (d). These FAs can then be converted to diverse types of lipids, such as diacylglycerides and triacylglycerides via the glycerol phosphate pathway, as well as sphingolipids, phosphoinositides and eicosanoids, which have important signaling functions in cells and tissues. Another class of lipids are sterols, mainly cholesterol (e). (f) Macrophage reverse cholesterol transport. Liver and intestine synthesize apolipoprotein A-I (Apo-I) that load cholesterol in free pre-β-HDL molecules from peripheral tissues via macrophages ABCA1 transporter. These HDL complex particles mature and transport its cholesterol directly to the liver via the hepatic scavenger receptor class B type 1 (SR-B1) receptor. At systemic level, major organs involved in lipid metabolism are liver, skeletal muscle, and adipose tissue, which express specific receptors and transport proteins for lipids uptake. However, other organs are also involved, such as brain and kidney, which contribute in lipoprotein fluxes and lipid metabolism. TCA: tricarboxylic acid cycle. C: cholesterol. (**B**) Pathway enrichment analysis, represented in a bubble plot, of hepatic differentially expressed genes in mice liver fed with a HCD, treated with *Gl*-1 or *Gl*-2 extracts, or simvastatin. Bubble size represents the enrichment score, while their color represents false discovery rate (FDR) values. Circos plots showing the relationship between selected terms and annotated genes as indicated by connecting lines at *Gl*-1 (**C**) and *Gl*-2 (**D**) interventions. Genes are located on the left side of the graph, and ordered on the basis of their logFC values. MP: metabolic process.

**Figure 2:**
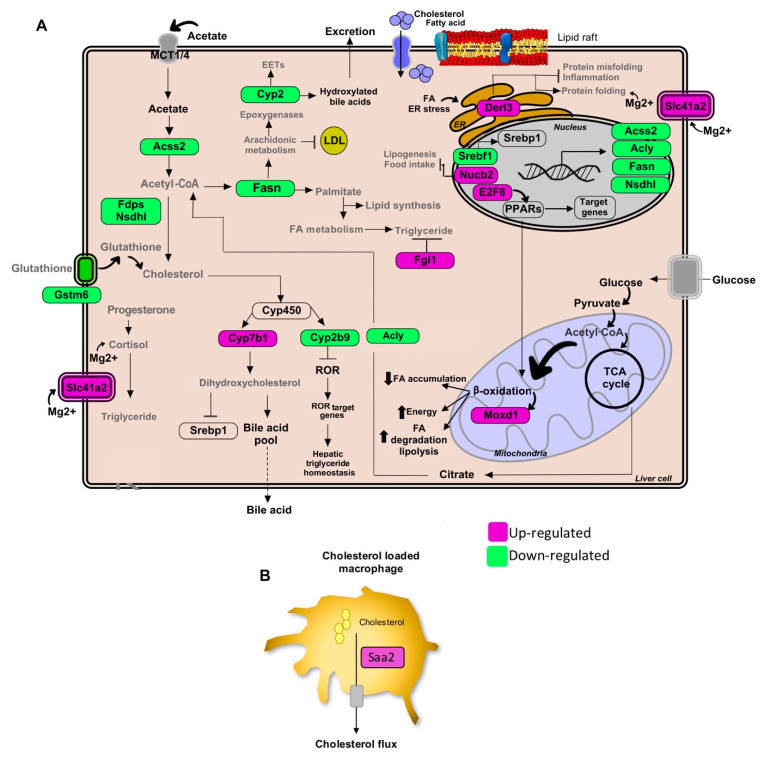
Pathways of lipid metabolism modulation in hepatic tissue by the *Gl*-1 extract of a Mexican strain of *Ganoderma lucidum*, under a high-cholesterol diet (HCD) given to C57BL/6 mice. (**A**) Lipid metabolic network and genes modulated by *Gl*-1 extract consumption. (**B**) Schematic outline of cholesterol efflux signaling in hepatic macrophages cells by the Saa2 gene. Green shaded boxes indicate significant down-modulation, while magenta shaded boxes indicate significant up-modulation of a gene in mice fed with a HCD and treated with *Gl*-1 extract versus mice fed with a HCD only. EETs: epoxyeicosatrienoic acids. ER: endoplasmic reticulum.

**Figure 3:**
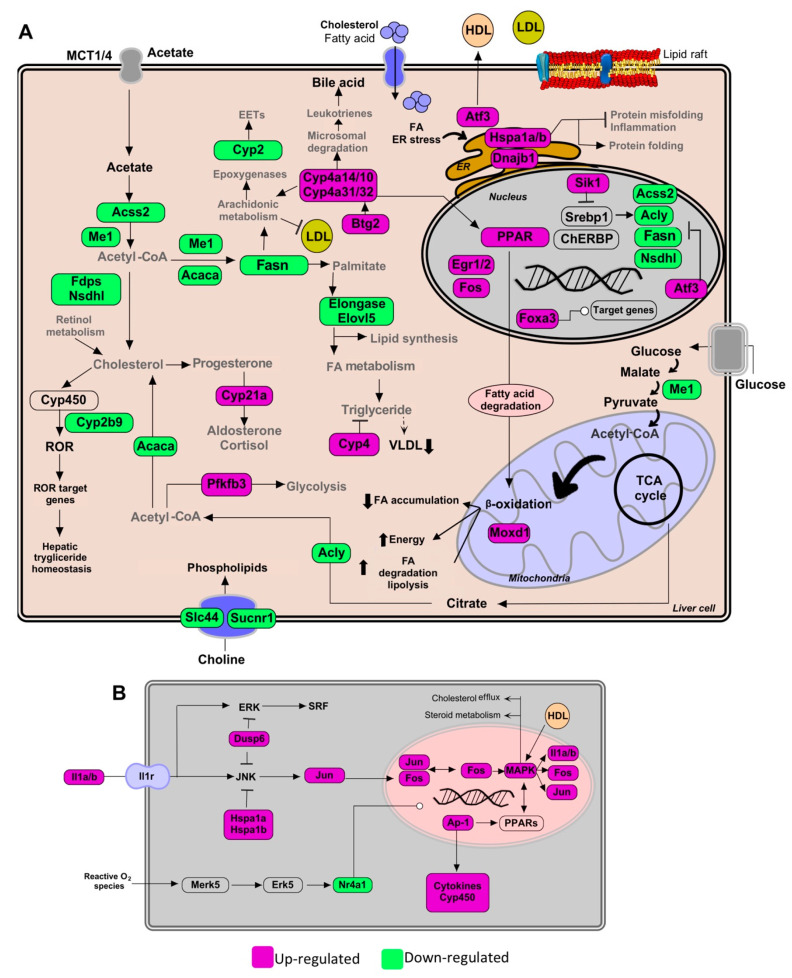
Pathways of lipid metabolism modulation in hepatic tissue by the *Gl*-2 extract of a Mexican strain of *Ganoderma lucidum*, under a high-cholesterol diet (HCD) given to C57BL/6 mice. (**A**) Lipid metabolic network and genes modulated by *Gl*-2 extract consumption. (**B**) Schematic outline of PPAR activation pathway up-modulated by higher expression levels of MAPK family genes and AP-1. Green shaded boxes indicate significant down-modulation, while magenta shaded boxes indicate significant up-modulation of a gene in mice fed with a HCD and treated with *Gl*-2 extract versus mice fed with a HCD only. EETs: epoxyeicosatrienoic acids. ER: endoplasmic reticulum.

**Figure 4:**
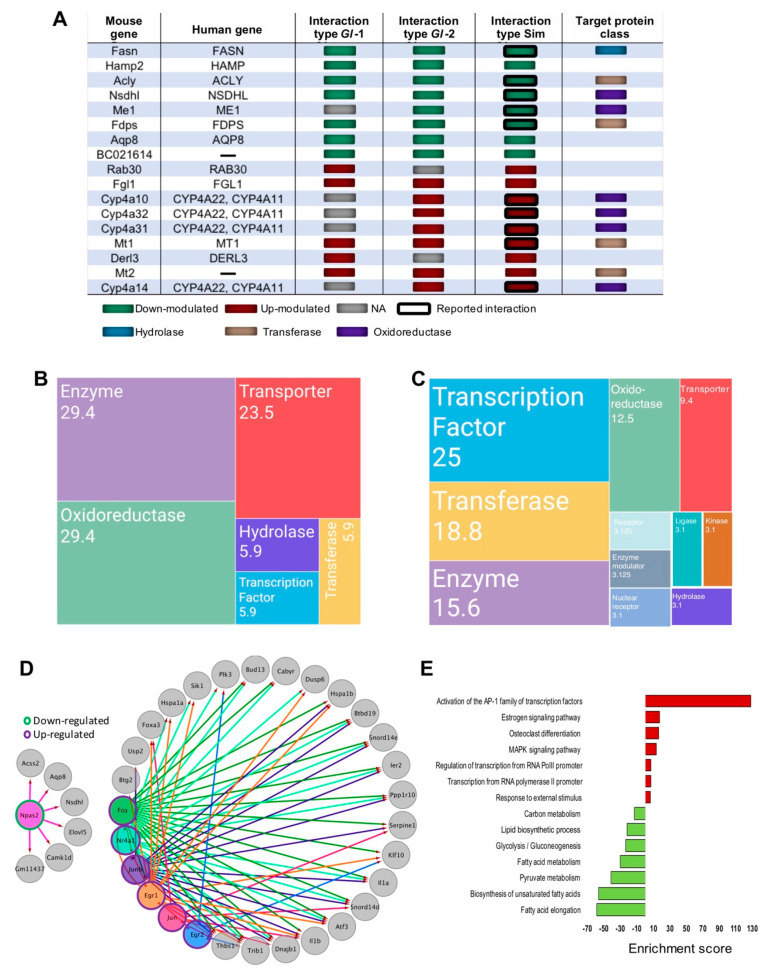
Genes associated to druggable metabolism, which are modulated by the intervention of *Ganoderma lucidum* extracts (*Gl*-1, *Gl*-2) or simvastatin (Sim), under a high-cholesterol diet (HCD) given to C57BL/6 mice, as well as the transcription factor (TF) networks established. (**A**) Druggable genes targeted by simvastatin as annotated by the DGIdb database, showing their type of interaction and target protein classes in comparison with those from *Gl* extracts. Green or magenta shaded boxes represent expression status in mice hepatic tissue or druggable genes. Mosaic plot showing the frequency of target classes modulated by *Gl*-1 (**B**) or *Gl*-2 (**C**) extract consumption. Each rectangle represents a category annotated by the Drug Repurposing Hub (www.broadinstitute.org/drug-repurposing-hub) and the DGIdb databases, while numbers within rectangles indicate percentage of druggable *Gl* modulated genes in each category. (**D**) Regulatory network of transcription factors and target genes. Shaded circles represent TFs, while gray circles indicate target genes. Outer green or magenta circles indicate the expression status of TFs. The regulatory network shows direct interactions between altered TFs and altered gene targets showing a significant positive correlation in their expression values. (**E**) Over-representation pathway analysis of annotated and correlated TF target genes. Bars show the fold-enrichment of the significantly enriched (*p* < 0.05) pathways. NA = Not available.

**Figure 5:**
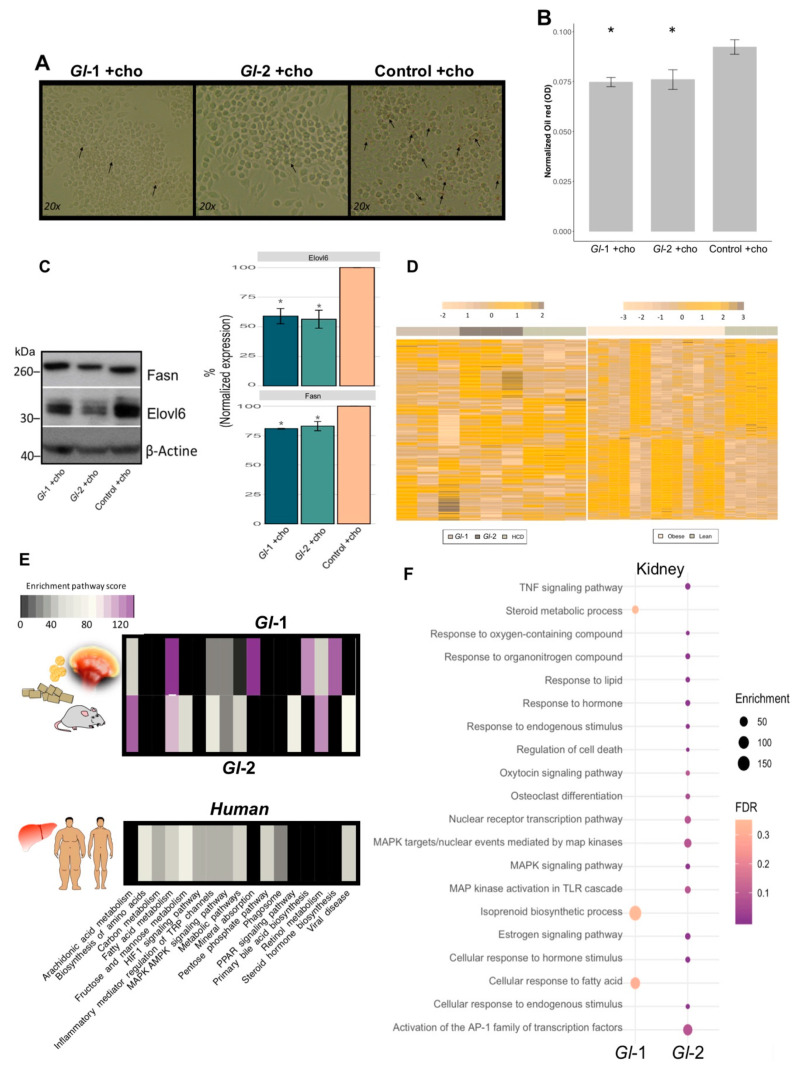
*Ganoderma lucidum* extracts (*Gl*-1, *Gl*-2) modulate the transcriptional landscape of hepatic-like macrophages and kidney tissue, as well as the common mouse-human metabolic process. (**A**) Oil red O staining of RAW 264.7 macrophages grown in high cholesterol conditions, after the intervention with *Gl*-*1* and *Gl*-*2* extracts, in comparison with the untreated control (vehicle). Zoom images obtained at 20x. Arrows indicate lipid accumulation. (**B**) Absorbance quantification of oil red O staining normalized by sulforhodamine B (SRB) absorbance levels of each experimental condition. Contrast: Absorbance of *Gl*-*1* or *Gl*-*2* extracts vs Control, * *p* < 0.05. (**C**) Western blot for Fasn and Elovl6 in RAW 264.7 macrophage-like cell line treated with *Gl* extracts (*Gl*-1, *Gl*-2), as well as the untreated control (vehicle), under high cholesterol concentrations. Representative blot from two independent experiments. Bar plot described the results of two independent experiments with three technical replicates represented as the mean +/− standard deviation error. * *p* < 0.05 (**D**) Comparative transcriptional landscape of homologous human and mouse genes modulated by both *Gl*-1 and *Gl*-2 extracts in liver tissue of C57BL/6 mice, under a high-cholesterol diet (HCD), in comparison with differentially expressed genes in liver tissue of obese versus lean patients. (**E**) Enriched pathways shared between hepatic genes modulated by *Gl* extracts (*Gl*-1, *Gl*-2) in mice, and altered hepatic genes in obese versus lean patients. (**F**) Bubble plot showing the pathway enrichment analysis of differentially expressed renal genes of C57BL/6 mice fed with a HCD, and treated with *Gl*-1 and *Gl*-2 extracts. The bubble size represents the enrichment score, while the bubble color indicates FDR values. Ch: cholesterol.

**Figure 6:**
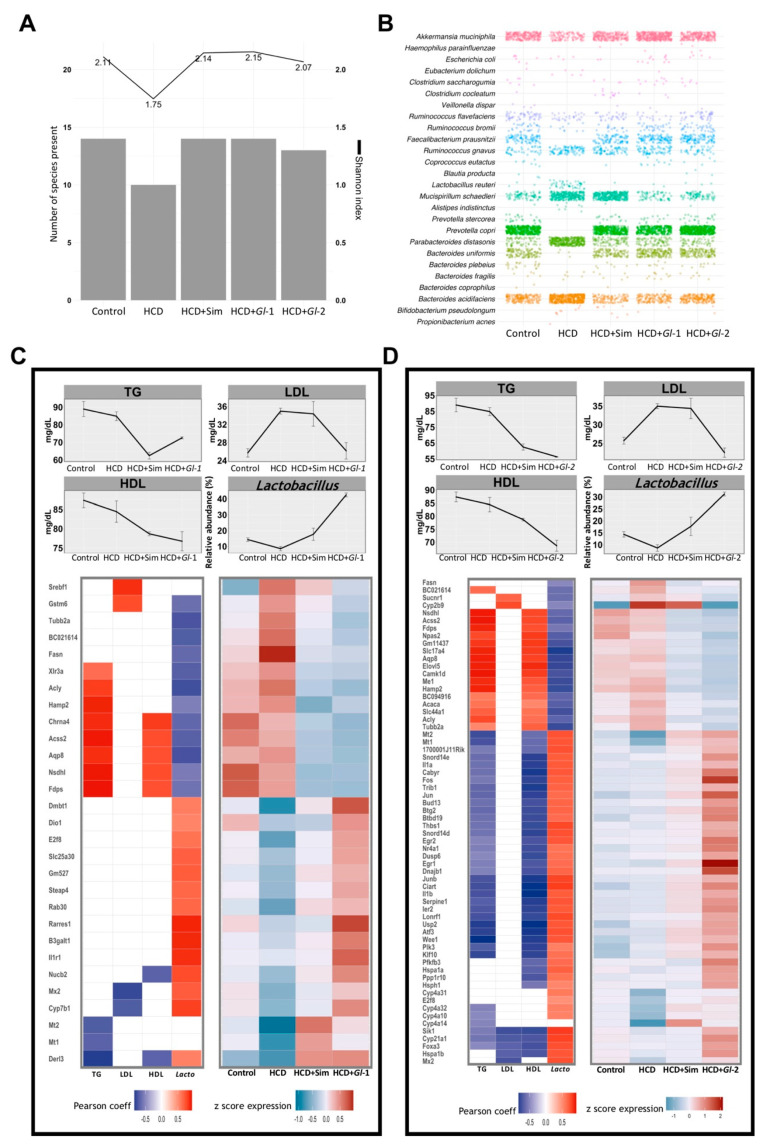
Hepatic genes modulated by *Ganoderma lucidum* extracts (*Gl*-1, *Gl*-2) correlated with biochemical parameters and relative abundance of Lactobacillus in the gut microbiome. (**A**) Gut bacterial richness at species level according to the Shannon index (line plot) and the number of detected species (bar plot) in each experimental group. (**B**) Frequency grid plot showing relative abundance of bacterial species in the gut microbiota grouped by experimental condition. (**C**,**D**) Pearson correlation between expression levels of genes significantly modulated by *Gl*-1 or *Gl*-2 extracts (lower panel) and blood levels (mg/dL) of TG, LDL, HDL, and the relative abundance (%) of Lactobacillus in gut microbiome composition (upper panel). The left heatmap shows significant correlations (Pearson coefficient > 0.5, in red; <−0.5, in blue; FDR < 0.1) between *Gl*-1 (**C**) or *Gl*-2 (**D**) responsive genes and their variables at the top. The right heatmap in *Gl*-1 (**C**) or *Gl*-2 (**D**) represents expression levels of correlated genes in each experimental condition (low to high expression scale is indicated in blue and red, respectively). TG: triglycerides. HDL: high-density lipoprotein cholesterol. LDL: low-density lipoprotein cholesterol. HCD: high-cholesterol diet. HCD + Sim = high-cholesterol diet + simvastatin. HCD + *Gl*-1 = high-cholesterol diet + *Gl*-1 extract. HCD + *Gl*-2 = high-cholesterol diet + *Gl*-2 extract.

## Data Availability

The data presented in this study are openly available in GEO Omnibus databse, reference number [GSE159656].

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/13/1/38/s1, Supplementary Tables, Supplementary Table S1: Biochemical characterization of *Gl* extracts obtained from mature basidiomata of Mexican *Ganoderma lucidum*, cultivated on *Quercus sawdust* (*Gl*-1) substrate or *Quercus sawdust* substrate plus 10 mM acetylsalicylic acid (*Gl*-2) and diet composition. Supplementary Table S2: Differentially expressed genes (logFC > 0.7 or <−0.7, adjusted *p* value < 0.05) modulated by the intervention of *Ganoderma lucidum* extracts (*Gl*-1, *Gl*-2) or simvastatin (Sim), administered to C57BL/6 mice under a high-cholesterol diet or standard diet (Control). HCD: High-cholesterol diet. Supplementary Table S3: Pathway enrichment analysis of differentially expressed genes in liver and kidney tissues (FDR < 0.1) regulated by the intervention of *Ganoderma lucidum* extracts (*Gl*-1, *Gl*-2) or simvastatin (Sim), administered to C57BL/6 mice under a high-cholesterol diet (HCD) or standard diet (Control). HCD: high-cholesterol diet. Supplementary Table S4: Supplementary Table S4: In-silico toxicity analysis: Statistical analysis of single sample gene set enrichment analysis (ssGSEA) scores of toxicity public signatures. Supplementary Table S5: Significant correlations between genes modulated by *Ganoderma lucidum* (Pearson coefficient > 0.50, adjusted *p* value < 0.1), and blood lipid profiles or Lactobacillus abundance in hepatic tissue of mice fed with a high-cholesterol diet (HCD), *Gl*-1 and *Gl*-2 extract. TG: Triglycerides. HDL: high-density lipoprotein cholesterol. LDL: low-density lipoprotein cholesterol. Supplementary Table S6. Up-modulated and down-modulated genes that were positively or negatively correlated with serum biochemical variables, as well as genes responsive to *Gl*-1 and *Gl*-2 extracts of *Ganoderma lucidum* correlated with the gut microbiota of mice fed with a high-cholesterol diet (HCD). TG: triglycerides. LDL: low-density lipoprotein cholesterol. HDL: high-density lipoprotein cholesterol. Supplementary Figures, Supplementary Figure S1. Hepatic and renal transcriptional portraits of C57BL/6 mice fed with a high-cholesterol diet (HCD), in comparison with the standard diet (SD; Control group). (A,B): Heatmaps show differentially expressed gene clusters in liver (a) and kidney (b) tissues of mice fed with a HCD versus SD. (c) Bubble plot showing the enrichment pathway analysis of differentially expressed hepatic and renal genes from mice fed with a HCD versus SD. Bubble size represents the enrichment score, while their color indicates FDR values. (d) Circos plot depicting associations of selected enriched pathways and annotated genes of liver tissue from mice fed with a HCD. Color side bar indicates the expression value of each gene. Supplementary Figure S2. Pathway representation of lipid metabolism in hepatic tissue reprogrammed by the simvastatin treatment under a high-cholesterol diet (HCD). (a) Lipid metabolic network and genes modulated by simvastatin treatment (0.03 g/100 g). (b) Schematic outline of membrane-cytoskeleton adhesion, which is up-modulated by simvastatin through increased levels of cytoskeleton related-genes. Green shaded boxes indicate significant gene down-modulation, while magenta shaded boxes represent significant gene up-modulation in mice fed with a HCD treated with simvastatin versus a HCD alone. ER: endoplasmic reticulum. Supplementary Figure S3. In silico analysis to define the association of *Gl*-modulated genes with hypercholesterolemia and toxicity pathways. (A) Bubble plot showing the *p* value (color of the bubble) and the number (size) of altered genes associated with hypercholesterolemia as defined by Open Targets Platform. (B) Predicted toxicity examined by a ssGSEA score computed for public transcriptional signatures from DrugMatrix and Open TG-GATEs and toxicity-related pathways annotated in Reactome database. Supplementary Figure S4. Transcriptional changes in liver tissue modulated by Mexican *Ganoderma lucidum* extracts (*Gl*-1, *Gl*-2) or simvastatin administration to C57BL/6 mice, under a high-cholesterol diet (HCD). (a) Venn diagrams showing the intersection between significantly down-modulated or up-modulated genes in the mouse liver after *Gl*-1, *Gl*-2 or simvastatin administration. The frequency of genes is shown in parenthesis (b) Biological processes enriched by differentially expressed genes modulated through *Gl*-1 and *Gl*-2 treatments. Polar graphs depicting top biological processes enriched by genes significantly modulated in the mouse liver through *Gl*-1 (c) and *Gl*-2 (d) treatments. Biological processes are indicated at each coordinate and their level of enrichment is proportional to height and width of bars. PPF: post-translational protein folding. APP: antigen processing and presentation. Supplementary Figure S5. Bar plots showing the gene expression level of M1/M2 polarization macrophages markers in RAW 264.7 cell line treated with *Ganoderma lucidum* extracts (*Gl*-1, *Gl*-2), and cultured under high cholesterol concentrations (colored bar edges). RAW 264.7 macrophage growth under normal conditions (gray bars) polarized to M1, M2 or M0 (wild type condition). **** (*p* < 0.0001), *** (*p* < 0.001), ** (*p* < 0.01). Ch: Cholesterol. Supplementary Figure S6. Transcriptional changes in kidney and liver tissues modulated by Mexican *Ganoderma lucidum* extracts (*Gl*-1, *Gl*-2) or simvastatin administration to C57BL/6 mice, under a high-cholesterol diet (HCD). (a) Venn diagrams showing the intersection between significantly down-modulated or up-modulated genes in the mouse kidney after *Gl*-1, *Gl*-2 or simvastatin administration. (b) Venn diagrams depicting the overlap of significantly differentially expressed genes after *Gl*-1 and *Gl*-2 interventions in kidney versus liver tissues. The frequency of genes is shown in parenthesis. Supplementary Figure S7. Biochemical range parameters and enrichment pathway analysis of correlated genes. (a) Bar plots showing seric HDL/LDL range for each experimental condition in the mice model studied. * *p* value <0.05. Bubble plot depicting enriched pathways based on differentially expressed hepatic genes significantly correlated with biochemical blood parameters and Lactobacillus relative abundance in the gut microbiota, after the intervention of (b) *Gl*-1 and (C) *Gl*-2 extracts of Mexican *Ganoderma lucidum*, under a high-cholesterol diet (HCD) given to C57BL/6 mice. The enrichment score is shown on the x-axis, while the level of significance on the y-axis. Bubble size indicates the enrichment ratio.

How the deposited data were processed for this re-analysis (not part of the article)

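Gene expression was measured on 45 Affymetrix Mouse Gene ST v1.0 arrays, 15 each from liver, kidney and brain, covering 5 diet groups of 8 male C57BL/6 mice (Control, HCD, HCD+Gl-1, HCD+Gl-2 and HCD+Sim). Each group of a tissue has 3 arrays. According to the paper, pool A holds RNA of 4 mice, pool B that of the other 4, and pool C is a mix of pools A and B, so the 3 arrays of a group stand for 2 separate pools. Tissue, diet and pool letter of each array were taken from its label. The authors corrected the signal intensities for background with RMA, quantile normalized them with oligo, attenuated a batch effect with ComBat, and kept for each gene the probe set with the highest interquartile range, and the values were deposited on the log2 scale. The paper's text does not name the batches that ComBat adjusted. The deposited table holds 22080 genes, 13 of them with names turned into dates, and those 13 were tested but are not named here. Apart from these, no gene had more than 1 row.

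Array medians lay between 6.76 and 6.92, single values between 2.13 and 14.02, and the correlation of 2 arrays of a group between 0.9846 and 0.9974. The median SD of a gene across the 3 arrays of a group was 0.137 in liver, 0.099 in kidney and 0.111 in brain. With 3 arrays per group, an exact two-sided permutation test of 1 value cannot give a p under 0.1, and p-values for single genes come from a fit that shares the spread over genes and groups.

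Differential expression was computed with limma 3.58.1 in R 4.3.3. One linear model with 15 group means was fitted to all 45 arrays, with empirical Bayes moderation (prior degrees of freedom 7.34, residual degrees of freedom 30) and Benjamini-Hochberg adjustment over the 22080 genes within each contrast. A gene was DE at an absolute log2 fold change over 0.7 and an adjusted p of at most 0.05, as in the paper. All adjusted p-values of single genes come from this fit. All arrays were fitted together because Table S2 gives a gene the same average expression on its liver and kidney sheets. Each tissue was compared as HCD against Control and each treatment against HCD, and in liver the treatments were also compared with each other. The difference between the liver and kidney responses to Gl-2 and to simvastatin was tested as a contrast of the 2 differences in the same fit.

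Genes named in the text are those that the paper names for the mouse arrays, up to 5 DE genes in each direction per contrast with the largest absolute log2 fold change among those whose 3 arrays of one group all lay above the 3 of the other, and the genes of the lists below. Some genes that meet this rule are not reported here. Genes outside this rule are said to be chosen after their values were seen. The design, this rule, the alternatives and the lists for pancreas acinar, pancreas islet, skeletal muscle, squamous epithelium, immediate early, heat shock, clock early, clock late, adipose, and Y and germ line multicopy genes were set before the data were examined. These lists were written after Table S2 had been read, so the number of list genes in Table S2 is given and each list was also tested without them. Table S2 comes from these same arrays, so that test keeps only genes that were not called. A call lost in it therefore decides little. The lists for olfactory bulb, pituitary, striatum, cholesterol synthesis, PPAR alpha targets and olfactory receptors were written after results had been seen. The 16 lists were tested with limma's fry and camera in the same model, adjusted within each contrast over the lists, which makes 240 tests over 15 contrasts. Fry gave an adjusted p of at most 0.05 in 40 of them. Of the 40, 39 had an adjusted p of at most 0.05 with camera, and 36 an unadjusted p of at most 0.05 with camera when the correlation between genes was estimated. The 4 others are cholesterol synthesis and PPAR alpha targets in liver HCD against Control, PPAR alpha targets in liver HCD+Gl-2 against HCD, and the early clock genes in liver HCD+Gl-2 against HCD+Sim.

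Numbers of genes shared between treatments, correlations of fold changes and the share of genes moved back towards Control come from contrasts that share the HCD arrays. They were set beside 100 simulated sets of unchanged treated groups with the same shared arrays. In these sets the Control arrays kept the differences of the genes DE between HCD and Control. The simulated arrays of a group were independent, while the real ones share RNA, so chance counts may be too low. Overlap between tissues was set against a hypergeometric expectation, which ignores that both tissues come from the same mice. Scores of the public simvastatin signature in Table S4 were computed per array by ssGSEA with a rank weight of 0.25 and compared by exact permutation. Pairs of a transcription factor and a DE gene were counted at a Pearson coefficient over 0.7 over the 15 liver arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

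The alternatives were a fit on the arrays of the tissue only, a fit on the compared groups only, pools A and B only, the pool letter as a block, a filter on dim genes, quantile normalization again within each tissue, trend and robust options of the moderation, the adjusted p threshold without a fold change threshold, and each array left out in turn. A fit on pools B and C only, and the lists with each array left out, were added after the data had been seen. The pool letters in the array labels may pair arrays in liver Gl-2 against Gl-1, where same-letter correlations of the deviations from group means were 0.14, 0.27 and 0.19 (other letters -0.10), and Gl-2 against simvastatin (0.20, 0.11 and 0.18, others -0.08). Where pool C or 1 array is left out, the arrays that remain are assumed to vary like the other groups.

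The calculations were tested on simulated data with the real means and spreads and noise drawn independently for each array. Of 200 genes changed by 1 or 1.5, the fit recovered 100% in each of 3 contrasts and 99% in the tissue difference, and called 7, 1 and 4 unchanged genes and 6 in the tissue difference. Fry found 100% of lists raised by 0.3 and gave 9% of unchanged lists a p under 0.05. The signature score ranked the raised arrays first in 20 of 20 sets, the mixed array was found in 20 of 20 sets, and 99.5% of related and 0.25% of unrelated pairs passed the Pearson threshold.

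Pathway enrichment, disease and drug databases, the Reactome scores, blood lipids, the gut microbiota, the human liver data and the macrophage experiments were not analysed here.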

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

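In this part, the tests on the olfactory bulb and pituitary lists, on brightness, on single copy Y genes and on olfactory receptors, and all counts over other splits of the arrays, were chosen only after the results they measure had been seen.

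The response to Gl-2 differed between liver and kidney in 72 genes, 41 with a higher and 31 with a lower log2 fold change in liver (contrast of the 2 differences in limma, Benjamini-Hochberg). For simvastatin the difference reached 56 genes, 45 higher and 11 lower. The paper compares the tissues by lists of genes called in each and does not report this test. Both tissues come from the same mice, which the fit does not take into account. Of 100 splits drawn out of 200, 4 gave as many genes for Gl-2 and 1 for simvastatin, the real one included, with up to 135 and 49 genes in the others. These splits assume no effect in either tissue, and the 3 other Gl-2 splits that reached the count leave the kidney groups whole, so they hold the kidney response itself. With the mean response of the 2 tissues taken out of the treated arrays, which leaves an equal response as the assumption, 1 of 100 gave as many genes for each, with up to 17 in the others for Gl-2 and up to 52 for simvastatin. These splits treat the 3 arrays of a group as independent, while they stand for 2 separate pools. The shares are therefore too small, and chance cannot be excluded by them. For simvastatin, 1 other split also came close to the real count. The Gl-2 count stayed between 54 and 93 with each array left out. The simvastatin count was 37 without kidney HCD+Sim array A and 88 without liver HCD+Sim array C. The dim gene filter left 44 and 23 genes. Part of the difference has a technical candidate explanation: 15 of the 72 and 16 of the 56 genes are on the Y and germ line multicopy list, and 8 and 2 of the 56 are on the acinar and muscle lists. Pancreatic and muscle tissue in the simvastatin liver pools went with the list genes outside Table S2 (fry p 0.00686 and 0.0014, given under the other observations). On the immediate early list are 7 of the 72. What stays open is a tissue-specific response of the remaining genes, which the design allows and which was not tested further. Examples are Me1 under Gl-2 (-1.07, adjusted p 0.000822), and Elovl6 under Gl-2 (-0.88, adjusted p 0.02) and simvastatin (-1.07, adjusted p 0.004).

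The brain arrays, which the paper does not report on, gave 7 DE genes in HCD against Control, 2 in Gl-1 against HCD and 5 in Gl-2 against HCD by limma with Benjamini-Hochberg adjustment. Simvastatin against HCD gave 0, with 1220 genes at an unadjusted p under 0.05. Gh rose by 1.29 in HCD (adjusted p 5.06e-05), with arrays A, B and C at 6.56, 6.55 and 7.46 in Control and 8.06, 8.76 and 7.64 in HCD. S100a5 (1.05, adjusted p 1.25e-07), Cdhr1 (1.02), Doc2g (0.86) and Stoml3 (0.82) rose with it, and Mir124a-1 fell by 0.81. These 4 genes and Gh were the 5 that fell under Gl-2: S100a5 -0.97 (adjusted p 1.04e-06), Doc2g -0.90, Gh -0.90 (adjusted p 0.0296), Cdhr1 -0.86 and Stoml3 -0.77. The calls of Cdhr1 without HCD array A (-0.80) and of Stoml3 without Gl-2 array C (-0.67) were lost, and that of Gh without any 1 of the Gl-2 arrays (-0.92, -0.90 and -0.88), HCD array A (-0.95) or HCD array B (-0.60). Under Gl-1 the 2 genes were Gh (0.93, adjusted p 0.031) and Mir376b (-0.83, adjusted p 0.0172). Gh was lost there without any 1 of the Gl-1 arrays (0.92, 0.87 and 1.00), HCD array A (0.89) or HCD array C (0.67), and Mir376b without Gl-1 array B (-0.76) or C (-0.81) or HCD array A (-0.87) or B (-0.69). With pools A and B only, Gl-2 gave 13 higher and 4 lower genes in place of 0 and 5. The HCD against Control count was 139 without Control array C. Splits of the same arrays that gave as many genes numbered 3 of 10 for HCD, 2 of 10 for Gl-1, 1 of 10 for Gl-2 and 10 of 10 for simvastatin. A share under 0.1 cannot occur with 3 arrays against 3, so chance cannot be excluded.

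A candidate explanation of the brain changes is a different share of olfactory bulb in the brain pools. Over 17 bulb genes, none of them DE, of which 11 lie above the brain median and 0 are in Table S2, the median was -0.20 in Gl-2 against HCD, with 3 of the 17 higher (fry p 0.000564, adjusted p 0.00902, camera p with estimated correlation 0.000324). All 3 Gl-2 arrays had list medians under those of the 3 HCD arrays (-0.19, -0.23 and -0.16 against 0.04, -0.06 and -0.01). The adjusted p rose above 0.05 without Gl-2 array B (median -0.15). In HCD against Control the median was 0.24, with 11 of 17 higher (fry adjusted p 0.0769). In Gl-1 it was -0.10 (0.484), and in simvastatin -0.19 (0.101, and 0.0162 without Sim array C, median -0.22). Of the most abundant bulb genes, Kctd12 read 8.89, 8.95 and 8.88 in HCD and 8.75, 8.81 and 8.74 in Gl-2, Pbx3 8.99, 8.73 and 8.84 against 8.80, 8.73 and 8.42, and Dlx1 7.97, 8.05 and 7.72 against 7.54, 7.68 and 7.75. For Gh, a list of 14 pituitary genes, 1 of them above the brain median, had medians of 0.00 in HCD, -0.06 in Gl-1, -0.05 in Gl-2 and 0.01 in simvastatin (fry adjusted p 0.968, 0.865, 0.781 and 1). An effect of the diet or the extract on brain cells stays open and was not tested.

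In kidney HCD, 18 Y linked and germ line genes with many near-identical copies were higher than in Control, with a median log2 fold change of 0.46 and 18 of 18 higher. They were lower than in HCD under Gl-1 (-0.87), Gl-2 (-0.83) and simvastatin (-0.76), with 0, 0 and 1 of 18 higher. Table S2 holds 17 of the 18, all as kidney genes, and the paper does not discuss them. These genes were picked for their change in kidney, so a list test there decides nothing and no p is given. Rbmy, the only one outside Table S2, was at 0.08, -0.05, -0.15 and 0.00 in the same 4 contrasts. None of the 18 lies above the kidney median. Srsy, the brightest, read 5.76, 5.85 and 5.82 in HCD and 4.92, 5.18 and 5.00 in Gl-1. The lowest of the 3 HCD arrays had a list median of -0.02, and the highest array of the other 4 kidney groups -0.39. The tables argue against a trend with brightness, since the dimmest of 5 equal groups of genes had a median of 0.007 in Gl-1 against HCD. They also argue against a different share of male tissue, since 4 single copy Y genes had a median of -0.013 (Ddx3y 0.05, Eif2s3y -0.02, Kdm5d -0.05, Uty -0.01, chosen after their values were seen). Genomic DNA in the RNA cannot be told apart from the pattern: 1080 olfactory receptor genes had a median of -0.03, with 15 of them above the kidney median, so nearly all are too dim to decide. Medians of these receptor genes in the other kidney contrasts were 0.02 in HCD against Control, -0.03 in Gl-2 and -0.07 in simvastatin (fry adjusted p 0.875, 0.754 and 0.376, and 0.892 in Gl-1). An array or batch effect on dim probe sets cannot be told apart either. In brain the same 18 genes were lower in HCD than in Control, with a median of -0.27 and 1 of 18 higher (fry p 0.000184, adjusted p 0.00295), a change lost without Control array C (-0.17) and at -0.41 without Control array B. The processing batches are not named in the paper's text and may follow the groups. An effect of cholesterol and its treatments on these genes in kidney stays open and was not tested.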

How the results depend on the processing

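In this part, the fit on pools B and C only and the gene lists with each array left out or with the replicate block were chosen only after the data had been seen. Quantile normalization within each tissue and the trend and robust options of limma left every count, correlation and share named here within 1.5 times or within its spread. The gene lists were not run under these 2. Under quantile normalization the brain Gl-1 genes were 1 higher and 2 lower, beside 1 and 1 in the reported fit. The alternative that takes the row with the highest mean for a gene was not run, since no gene has more than 1 row apart from the names turned into dates.

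With a fit on each tissue's arrays only, liver counts fell: HCD against Control from 54 to 21, Gl-1 from 36 to 14, Gl-2 from 67 to 17, simvastatin from 57 to 5, Gl-2 against Gl-1 from 38 to 0 (limma, 2780 genes at an unadjusted p under 0.05), Gl-1 against simvastatin from 55 to 15 and Gl-2 against simvastatin from 63 to 11. Apart from 1 gene of the last, all of these genes were also called with all arrays. Higher and lower genes became 15 and 6 in liver HCD against Control (23 and 31 with all arrays) and 8 and 9 in Gl-2 (46 and 21). The larger side stayed the same in Gl-1 (9 and 5), simvastatin (5 and 0), Gl-1 against simvastatin (3 and 12) and Gl-2 against simvastatin (1 and 10). The brain counts became 4, 0 and 1 for HCD, Gl-1 and Gl-2 (1286 genes at an unadjusted p under 0.05 for Gl-1). Genes shared in liver numbered 5 for Gl-1 and Gl-2, 2 for Gl-1 and simvastatin, 2 for Gl-2 and simvastatin and 2 for all, and 2 were shared by liver and kidney under Gl-2. The share moved back by Gl-1 was 90.48%. Kidney counts stayed within 1.5 times. The median SD between arrays was 0.137 in liver, 0.099 in kidney and 0.111 in brain, and a fit on all arrays pools the 3 tissues. The cause of the drop was not tested further.

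With only the compared groups in the fit, which leaves fewer degrees of freedom, the liver counts in the same order were 25, 23, 8, 0, 0, 7 and 6 (1729 and 2037 genes at an unadjusted p under 0.05 in limma for the 2 counts of 0). Brain HCD gave 3 and Gl-1 1. Shared genes come from 1 fit on HCD and all treatments of that count, 9 arrays for 2 treatments and 12 for 3, where simvastatin had 9, 4 and 5 DE genes beside Gl-1, Gl-2 and both. They numbered 3, 4, 1 and 0 in liver (unadjusted p under 0.05 in 2065, 1620 and 1570 genes under Gl-1, Gl-2 and simvastatin in limma for the count of 0), and 3 in liver and kidney. The tissue differences held 47 genes for Gl-2 and 32 for simvastatin.

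Pool C is stated to mix pools A and B. With pools A and B only, liver HCD against Control gave 98 genes (51 of the 54 among them), Gl-2 42 and Gl-2 against Gl-1 5. Brain gave 207, 7, 17 and 8 for HCD, Gl-1, Gl-2 and simvastatin. Genes shared by Gl-1 and simvastatin in liver numbered 21, those shared by liver and kidney 4, the tissue difference for simvastatin 114, and the transcription factor pairs 32. With pools B and C only, liver gave 23, 9, 10, 6, 6, 11 and 9, kidney HCD against Control 3, and brain 2, 0 and 1 for HCD, Gl-1 and Gl-2 (565 genes at an unadjusted p under 0.05 for Gl-1, by limma). Directions moved too. Higher and lower genes with pools A and B only and with pools B and C only were 0 and 5, and 2 and 4, in Gl-2 against Gl-1 (31 and 7 with all arrays), and 6 and 63, and 2 and 7, in Gl-2 against simvastatin (27 and 36). They were 35 and 63, and 16 and 7, in liver HCD (23 and 31), and 24 and 18, and 4 and 6, in liver Gl-2 (46 and 21). With pools A and B only, brain HCD had 82 and 125 (6 and 1) and brain Gl-2 13 and 4 (0 and 5). The cause was not tested. Fewer arrays enter both fits.

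Array signal limits what can be called, since dim genes sit near the background. Without dim genes, Gl-1 against simvastatin in liver gave 36, kidney Gl-1 6 and kidney simvastatin 5, brain HCD 3 and brain Gl-2 3, and the tissue differences 44 and 23. Higher and lower genes became 4 and 2 in kidney Gl-1 (4 and 25 with all genes), 4 and 1 in kidney simvastatin (6 and 25), 47 and 5 in kidney Gl-2 (47 and 27), 2 and 5 in kidney HCD (5 and 4), 29 and 24 in liver Gl-2 against simvastatin (27 and 36) and 3 and 0 in brain HCD (6 and 1). The filter removes the Y and germ line multicopy genes, none of which lies above the kidney median.

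Without the fold change threshold the counts rose by construction, in liver to 296, 547, 375, 242, 870, 902 and 289, in kidney to 29, 59, 220 and 49 and in brain to 12, 4, 8 and 4. Shared genes numbered 88, 57, 62 and 39 in liver and 41 in liver and kidney, and the Gl-2 tissue difference 138. With a mean z score in place of ssGSEA, which has another scale, the signature gave -0.274 and -0.393 for Gl-2 minus simvastatin over the higher and lower genes, with the same sign.

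In 2 of 15 comparisons, liver Gl-2 against Gl-1 and against simvastatin, every correlation between arrays of the same letter was over 0.1. The correlations ran from -0.27 to 0.27, and 20 of the 21 in liver were above 0, so the letters may pair liver arrays. With the letter as a replicate block, brain Gl-1 against HCD gave 1 gene and no other count here moved by over 1.5 times. The 2 liver comparisons gave 39 and 64 genes beside 38 and 63, and Nr4a1 was no longer DE in Gl-2 against simvastatin (1.03). Of their 32 list tests, islet genes in Gl-2 against Gl-1 passed the threshold with the block (fry adjusted p 0.028 beside 0.0925) and no other changed its side.

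Leaving out each array in turn gave 34 to 63 genes in liver Gl-1 (63 without Gl-1 array B), 37 to 108 in Gl-2 (37 without Gl-2 array C and 108 without B), 25 to 93 in Gl-2 against Gl-1 (25 without Gl-2 array C, 71 without Gl-2 array B and 93 without Gl-1 array B), 48 to 92 in Gl-1 against simvastatin (92 without Gl-1 array B) and 47 to 95 in Gl-2 against simvastatin (95 without Gl-2 array B). Liver HCD against Control (48 to 78), liver simvastatin (48 to 74) and the 4 kidney counts (8 to 9, 27 to 34, 66 to 87 and 25 to 31) stayed within 1.5 times. Brain HCD ran from 6 to 139 (139 without Control array C), Gl-1 from 0 (without Gl-1 array C, 954 genes at an unadjusted p under 0.05) over 1 (without HCD array A or B) to 5 (without Gl-1 array A), Gl-2 from 3 (without HCD array A) to 8 (without Gl-2 array C) and simvastatin from 0 over 1 (without Sim array B, HCD array A or HCD array C) to 4 (without Sim array C). Genes shared in liver ran from 6 to 17 for Gl-1 and simvastatin (6 without HCD array B), 7 to 19 for Gl-2 and simvastatin (7 without HCD array B and 9 without Gl-2 array C or Sim array C) and 4 to 13 for all (4 without HCD array B). The share moved back by Gl-2 was 59.62% to 82.26% (highest without HCD array C). Liver and kidney shared 7 to 25 genes (7 without liver Gl-2 array C). The simvastatin tissue difference held 37 to 88 genes (37 without kidney Sim array A and 88 without liver Sim array C). Transcription factor pairs ran from 43 to 321 (without Gl-2 arrays C and B). Each fit without 1 array has fewer arrays, and the cause of these moves was not tested.

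Gene lists tested on genes outside Table S2 alone have fewer genes, and those of Table S2 were picked for their change. Genes outside it were in turn left over for not being called, so small medians were favoured in advance. Cholesterol synthesis and PPAR alpha targets in liver HCD against Control were -0.06 and -0.12 (fry adjusted p 0.537 and 0.12), and under Gl-2 -0.07 and 0.10 (0.189 each). Under Gl-2 in liver, immediate early genes were 0.08 (0.606), heat shock 0.21 (0.189) and late clock 0.10 (0.599), and early clock genes reversed to 0.06 (0.965). In kidney immediate early genes were 0.10 (0.0792), heat shock 0.16 (0.105) and late clock 0.06 (0.916). With pools A and B only, heat shock was 0.17 in liver (0.228) and 0.15 in kidney (0.206), PPAR alpha targets under Gl-2 0.12 (0.151) and the Y list in brain HCD -0.18 (0.107), while bulb genes in brain simvastatin passed the threshold at -0.23 (0.0448). The cause was not tested.

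With each array left out, these list medians changed their side of the threshold at least once: muscle in HCD against Control (-0.28 to -0.18), cholesterol synthesis in HCD against Control (-0.25 to -0.07) and Gl-1 (-0.24 to -0.21), PPAR alpha targets in HCD against Control (-0.21 to -0.14), Gl-1 (0.11 to 0.33) and Gl-2 (0.08 to 0.16), heat shock in liver (0.13 to 0.47) and kidney Gl-2 (0.14 to 0.31), late clock in kidney Gl-2 (0.19 to 0.22), the Y list in brain HCD (-0.41 to -0.17), and bulb genes in brain Gl-2 (-0.22 to -0.14) and simvastatin (-0.22 to -0.10). The arrays concerned were HCD arrays A, B and C and Control arrays A and B for cholesterol synthesis in HCD against Control, HCD arrays A and B and Control arrays A, B and C for PPAR alpha targets there, Gl-1 array C and HCD arrays A and B for cholesterol synthesis under Gl-1, Gl-1 array B for PPAR alpha targets under Gl-1, and Gl-2 arrays A and C and HCD arrays A and B for PPAR alpha targets under Gl-2. Those of the other lists are named under the other parts. The acinar (0.40 to 0.72), muscle (0.16 to 0.38), cholesterol synthesis (-0.26 to -0.19) and PPAR alpha (0.19 to 0.30) lists under simvastatin, squamous genes in HCD against Control (-0.44 to -0.28) and immediate early genes in liver (0.37 to 0.84) and kidney (1.36 to 1.57) kept their side.

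Over 304 pairs of a gene and a contrast, no alternative reversed a direction. Values no longer past the threshold numbered 172 with the tissue's arrays only, 179 with the compared groups only, 92 with pools A and B only (7 newly past it), 204 with pools B and C only, 2 with the replicate block, 5 with quantile normalization and 9 with the trend and robust options. With each array left out, 289 of 1824 values were no longer past it and 16 were newly past it.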

Differences from the paper's values

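In this part, the counts over keratins, the tests on PPAR receptors and the check of Table S3's columns were chosen only after the values had been seen.

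Of 181 values compared, none differed from those computed here. They are DE counts and log2 fold changes of Table S2, set beside 1 limma fit on all arrays, and rank sum p-values of signature scores in Table S4. A log2 fold change counted as different past its standard error, a count or p-value past 1.5 times. Every DE gene of the 11 contrasts in Table S2 was also DE in the fit on all arrays. The numbers of DE genes moved away from Table S2 by more than 1.5 times under several alternatives set before the data were examined. With a fit on the tissue's arrays only, and with a fit on the compared groups only, the 7 liver counts did so and the 4 kidney counts did not. Under pools A and B only 3 counts and 94 of the gene values differed, under the dim gene filter 3 counts, and without the fold change threshold all 11 counts. With each array left out in turn, 236 of 1062 values differed, 8 of them counts and 228 of them gene values.

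The paper says that a set of keratins went up under HCD in liver. Of 50 keratin genes on the array, 19 were higher in HCD, 3 were DE, and 2 of the 3 were lower: Krt4 (-1.59, adjusted p 0.00172 from limma) and Krt13 (-1.19, adjusted p 0.000185). Krt23 was higher (0.84, adjusted p 4.35e-05). The kidney profile under HCD is described as a rise of steroid and lipid metabolism. Among the DE genes there, Cyp24a1 (-0.86, adjusted p 1.08e-05) and Angptl4 (-0.76, adjusted p 0.00341) were lower, and Srd5a2 (0.77, adjusted p 0.000135) and Lipo1 (0.74, adjusted p 0.0235) higher.

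Of the 7 lipid synthesis genes that the paper lists as lowered by the extracts with Srebf1, all were lower in liver under both extracts, and 6 of the 7 were DE under each. Acaca was the exception under Gl-1 (-0.55, adjusted p 0.00242, past the threshold only without the fold change criterion) and Srebf1 under Gl-2 (-0.39, adjusted p 0.183, and DE under no alternative). Elovl6 is given as lowered by the extracts in liver. It was lower by -0.56 under Gl-1 (adjusted p 0.0227) and -0.68 under Gl-2 (adjusted p 0.00442), neither past 0.7. Both were DE without the fold change criterion, with pools A and B only (-0.81 and -0.75) and without HCD array C (-0.73 and -0.85), and the Gl-2 value also without Gl-2 array B (-0.77).

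The paper states that the extracts induce PPARs, and it also argues from PPAR activity and target genes. Receptor RNA, given here, does not measure that activity. The list of PPAR alpha targets had median log2 fold changes of 0.2 under Gl-1 and 0.12 under Gl-2, with the limits given above. In liver Ppara (0.20 and 0.19), Pparg (-0.23 and -0.15) and Ppard (-0.17 and -0.06) had adjusted p-values of 0.391 and 0.547, 0.179 and 0.53, and 0.309 and 0.853 under Gl-1 and Gl-2. It ties E2f8 to Gl-1, while E2f8 was DE under both extracts (1.07 and 0.84) and did not differ between them (-0.23, adjusted p 0.525). Fig. 3B colours Nr4a1 as lower under Gl-2, while it was higher (adjusted p 0.0123), as in the paper's own text. Myl2 is named as raised by simvastatin. It changed by 0.14 (adjusted p 0.668) and was DE under no alternative.

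Table S3 is headed with an FDR under 0.1. Its 3 terms for kidney Gl-1 against HCD have FDR values of 0.314 to 0.343 and its 4 terms for kidney HCD against Control of 0.129 to 0.295, all as the paper gives them. Its enrichment scores for liver Gl-2 against Gl-1 run from 0.0183 to 2.79, with 21 of 27 under 1, while the lowest score of any other comparison is 2.49. These columns were not used here.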

Other observations

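In this part, the tests on the arrays labelled A, on tissue carried into them, on cholesterol synthesis, PPAR alpha targets, brightness and foreign tissue, on transcription factor pairs and on other splits were chosen only after the results they measure had been seen.

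The arrays labelled A lay between the other 2 arrays of their group more often than either of these. Among genes that spread over more than 1 on the log2 scale within a group, array A was the middle one most often in 13 of 15 groups, array B in 1 and array C in 0 (one-sided binomial p 3.14e-05). The median share of such genes was 77.6% for array A, where chance gives 33.3%. Array A was also closest to a linear mix of the other 2 in 14 of 15 groups. The pattern was noticed in liver (5 of 5 groups, p 0.00412) and then counted in kidney and brain (8 of 10 groups, p 0.0034). The paper states that pool C is the mix. A candidate explanation is that the array labelled A carries the mixed RNA. The kidney and brain count could have gone against it and did not. No biological explanation was tested, since the design names no factor that would place pool A between the others.

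Under simvastatin, liver pools carried transcripts that are abundant in exocrine pancreas. Over 34 acinar genes, of which 11 lie above the liver median and 15 are in Table S2, the median log2 fold change against HCD was 0.59, with 30 of 34 higher (fry adjusted p 0.000101, camera p with estimated correlation 0.00104). The list was 0.40 to 0.72 with each array left out. Among the most abundant of these genes, Amy2a5 read 9.34, 9.88 and 7.10 in arrays A, B and C against 6.91, 7.06 and 6.87 in HCD, Ctrb1 9.14, 9.69 and 6.95 against 6.78, 6.81 and 6.71, and Cela1 8.11, 8.25 and 7.71 against 7.58, 7.55 and 7.75. The 19 acinar genes outside Table S2 had a median of 0.10, with 15 higher (fry p 0.00686, adjusted p 0.0257, camera p with estimated correlation 0.11). Pancreatic tissue in the simvastatin liver pools is therefore a candidate explanation. Islet genes (median 0.11, 7 of 10 higher, adjusted p 0.365, 4 of them above the liver median) and adipose genes (median 0.02, mean 0.10, 7 of 10 higher, adjusted p 0.32, 5 above the liver median) did not pass the threshold, and Table S2 holds 0 of either. A change of these genes within liver cells under simvastatin stays open and was not tested.

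Skeletal muscle genes were higher in the same pools, with a median of 0.29 and 28 of 30 higher (fry adjusted p 0.000574, camera p with estimated correlation 0.00405). Of the 30, 14 lie above the liver median and 9 are in Table S2. Arrays A, B and C read 9.00, 9.73 and 7.28 for Acta1 against 7.32, 7.73 and 7.39 in HCD, 8.98, 9.54 and 6.88 for Atp2a1 against 6.85, 7.21 and 6.73, and 8.32, 8.35 and 8.48 for Trdn against 8.39, 8.19 and 8.50. The 21 muscle genes outside Table S2 had a median of 0.26, with 19 higher (fry p 0.0014, adjusted p 0.0105, camera p with estimated correlation 0.0299). Muscle tissue in the simvastatin liver pools is a candidate explanation. The median was 0.16 without Sim array B and at most 0.38 with any other array left out. In HCD against Control the same list was lower, with a median of -0.22 and 3 of 30 higher (adjusted p 0.0161), and the adjusted p rose above 0.05 without HCD array A (-0.19) or Control array B (-0.18). An effect of the drug or the diet on these genes in liver stays open and was not tested.

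Squamous epithelial genes were lower in liver HCD than in Control, with a median of -0.32 and 5 of 30 higher (fry adjusted p 0.000173, camera p with estimated correlation 0.00111). Of the 30, 11 lie above the liver median and 11 are in Table S2. Tgm1 read 7.82, 7.86 and 7.68 in Control and 7.53, 7.53 and 7.45 in HCD, Cnfn 7.99, 8.12 and 6.89 against 6.70, 7.10 and 6.99, and Sprr2a1 7.43, 7.78 and 7.25 against 7.05, 7.03 and 6.85. The 19 genes outside Table S2 had a median of -0.22, with 4 higher (fry p 0.00186, adjusted p 0.0139, camera p with estimated correlation 0.0168). Squamous epithelium, such as that of a neighbouring organ, in the Control liver pools is a candidate explanation. An effect of the diet stays open and was not tested.

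With all their genes, the acinar and muscle lists under simvastatin and the squamous list in Control were higher in arrays A and B than in array C. Outside Table S2, per-array medians against HCD were 0.05, 0.18 and 0.09 for acinar genes under simvastatin, 0.17, 0.39 and 0.07 for muscle genes under simvastatin, and 0.23, 0.23 and 0.11 for squamous genes in Control. If tissue of pool B had been carried into the array labelled A by mixing, each list would follow the order B, A, C, and 1 of the 3 lists did. With the Table S2 genes included, all 3 did, at 0.60, 0.94 and 0.12 for acinar, 0.26, 0.57 and 0.06 for muscle and 0.37, 0.54 and 0.09 for squamous genes. The order was noticed in those genes, so they decide nothing. Muscle genes in Control, where they were also above HCD, did not follow it (0.14, 0.34 and 0.22, and 0.08, 0.28 and 0.20 outside Table S2). The explanation cannot be told apart from foreign tissue in both pools, since each order rests on 1 array per pool. No biological explanation was tested for a difference between pools.

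Immediate early genes were higher under Gl-2 than under HCD in liver (median 0.59, 23 of 26 higher, fry adjusted p 0.000141, camera p with estimated correlation 0.000944) and kidney (median 1.44, 25 of 26 higher, fry adjusted p 8.84e-12, camera p with estimated correlation 2.13e-08). Table S2 holds 19 of the 26, and 19 lie above the liver median and 22 above the kidney median. The list medians of liver arrays A, B and C were 0.61, 0.06 and 1.07, and those of kidney 1.59, 1.15 and 1.56. The liver median was 0.37 without Gl-2 array C. Liver was also higher than Gl-1 (0.57, adjusted p 0.000102) and simvastatin (0.43, adjusted p 0.00694). Heat shock genes rose as well, by 0.26 in liver (14 of 15 higher, adjusted p 0.00764) and 0.23 in kidney (15 of 15 higher, adjusted p 0.0145). The liver value lost its call without Gl-2 array A (0.22) or C (0.13) or HCD array B (0.17) and was 0.47 without Gl-2 array B, and the kidney value without Gl-2 array C (0.14). Table S2 holds 4 of the 15, and all 15 lie above the liver and kidney medians. Handling of the mice or time to freezing may raise both lists. In brain the immediate early list had a median of 0.01, a mean of -0.04 and 13 of 26 higher (fry p 0.919), and heat shock genes 0.10 (adjusted p 0.714). These values leave handling and an effect of the extract open, and the 2 cannot be told apart because the order of dissection and freezing is not given and brain tissue may have been frozen at another time. Without Table S2's genes the liver list had a median of 0.08 (adjusted p 0.606) and the kidney list 0.10 (adjusted p 0.0792).

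Late clock genes were higher under Gl-2 than under HCD in liver (median 0.45, 11 of 12 higher, fry adjusted p 3.71e-05) and kidney (0.20, 10 of 12 higher, fry p 0.00771, adjusted p 0.0247), and early clock genes lower in liver (-0.23, 2 of 5 higher, adjusted p 0.00239). In kidney the early genes had a median of -0.15 (adjusted p 0.776), in brain -0.11 (0.55), and the late genes in brain 0.01 with a mean of -0.02 (0.919). The kidney call of the late genes was lost without Gl-2 array A (0.20) or C (0.22) or HCD array A (0.19) or B (0.21). HCD against Control moved liver the same way, by 0.36 for the late (12 of 12 higher, adjusted p 0.000173) and -0.34 for the early genes (0 of 5 higher, adjusted p 0.000114). Table S2 holds 8 of the 12 and 2 of the 5, and all 12 and all 5 lie above the liver median. Another hour of sacrifice is a candidate explanation, and it cannot be told apart from an effect of diet or extract because the hour of sacrifice is not given for the groups. Whether the hour also bears on the synthesis genes that went with Npas2, an early clock gene, was not tested.

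Cholesterol synthesis genes were lower under simvastatin than under HCD in liver, and the PPAR alpha targets higher. A trend with brightness was excluded, since the brightest of 5 equal groups of genes had a median of 0.017. Their camera p-values with estimated correlation were 0.000971 and 0.0103. Outside Table S2 the medians were -0.16 (fry adjusted p 0.0257) and 0.21 (fry adjusted p 0.00809). Table S2 holds 9 of the 24 and 8 of the 37 genes. With the acinar and muscle medians of each liver array as covariates, the PPAR alpha targets outside Table S2 stayed higher, by 0.31 (fry p 0.000514), so pancreatic and muscle tissue is excluded as the whole cause of that rise. The synthesis genes outside Table S2 were then at -0.15 (fry p 0.101), and all 24 at -0.20 (fry p 0.00421), 9 of them picked for their change, so for them it cannot be told apart. Their medians in Sim arrays A, B and C were -0.19, -0.23 and -0.22, which do not follow the acinar medians. An effect of the drug is an open hypothesis, and tissue of further organs was not tested. Under Gl-1 the PPAR alpha targets were also higher in kidney, by 0.21 (35 of 37 higher, adjusted p 0.00845), as they were under Gl-2 (0.21, 34 of 37 higher, adjusted p 0.0145). Kidney HCD against Control gave -0.13 (adjusted p 0.0952).

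In brain, 14 striatal genes, 13 of them above the brain median, had medians of 0.12 in HCD against Control, 0.16 under Gl-1, 0.29 under Gl-2 and 0.02 under simvastatin (fry adjusted p 0.968, 0.865, 0.576 and 1). With pools A and B only, HCD against Control gave 0.60 (adjusted p 0.0188). The Y and germ line list was higher by 0.18 under simvastatin (17 of 18 higher, adjusted p 0.0432).

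Pairs of a transcription factor and a DE gene correlated over the liver arrays at a Pearson coefficient over 0.7. There were 168 pairs, 43 without liver HCD+Gl-2 array C and 321 without array B. A candidate explanation is that the number rests on a single array of this group. The factors and the genes were picked for their change on these arrays, which by itself raises the number. An effect of the extract that differs between pools of mice stays open and was not tested.

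For numbers of DE genes in single contrasts, the splits of the 6 arrays that gave as many genes, the real one included, were 1 of 10 for liver HCD against Control, Gl-1, Gl-2 and simvastatin against HCD, Gl-2 against Gl-1 and Gl-1 against simvastatin, 2 of 10 for Gl-2 against simvastatin, and 1 of 10 for each of the 4 kidney contrasts. With 10 splits there is never a share under 0.1, so these splits alone cannot exclude chance. The other splits gave 0 genes in each kidney contrast. For liver Gl-1 with 36 genes, the simulated sets of unchanged groups gave a mean of 3.4 and 1 of 100 as many. Those sets take the arrays of a group as independent, so both values may be too low. For liver Gl-2, kidney Gl-2 and brain HCD only 1 set each, with no gene changed and independent noise per array, was drawn. It gave 2, 0 and 0 genes beside 67, 74 and 7, and gives no share. The remaining single counts were not simulated.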
